# Modeling germline mutations in pineoblastoma uncovers lysosome disruption-based therapy

**DOI:** 10.1038/s41467-020-15585-2

**Published:** 2020-04-14

**Authors:** Philip E. D. Chung, Deena M. A. Gendoo, Ronak Ghanbari-Azarnier, Jeff C. Liu, Zhe Jiang, Jennifer Tsui, Dong-Yu Wang, Xiao Xiao, Bryan Li, Adrian Dubuc, David Shih, Marc Remke, Ben Ho, Livia Garzia, Yaacov Ben-David, Seok-Gu Kang, Sidney Croul, Benjamin Haibe-Kains, Annie Huang, Michael D. Taylor, Eldad Zacksenhaus

**Keywords:** Cancer models, CNS cancer, Paediatric cancer

## Abstract

Pineoblastoma is a rare pediatric cancer induced by germline mutations in the tumor suppressors *RB1* or *DICER1*. Presence of leptomeningeal metastases is indicative of poor prognosis. Here we report that inactivation of Rb plus p53 via a WAP-Cre transgene, commonly used to target the mammary gland during pregnancy, induces metastatic pineoblastoma resembling the human disease with 100% penetrance. A stabilizing mutation rather than deletion of p53 accelerates metastatic dissemination. Deletion of Dicer1 plus p53 via WAP-Cre also predisposes to pineoblastoma, albeit with lower penetrance. In silico analysis predicts tricyclic antidepressants such as nortriptyline as potential therapeutics for both pineoblastoma models. Nortriptyline disrupts the lysosome, leading to accumulation of non-functional autophagosome, cathepsin B release and pineoblastoma cell death. Nortriptyline further synergizes with the antineoplastic drug gemcitabine to effectively suppress pineoblastoma in our preclinical models, offering new modality for this lethal childhood malignancy.

## Abstract (web summary)

Pineoblastoma is a rare pediatric cancer. Here, the authors present inactivation of Rb plus p53 via a WAP-Cre transgene induces metastatic pineoblastoma resembling human disease, and using this model, predict tricyclic antidepressants as a potential therapy for pineoblastoma, supported by their pre-clinical model.

## Introduction

Pineoblastoma (PB) is a rare but aggressive tumor of the pineal gland^1–4^. It affects approximately equally males and females with overall survival (OS) rate of about 54%. Survival drops to 15% in children ≤5 years of age^3^, and the presence of metastases at diagnosis is indicative of exceedingly poor clinical outcome^4^. While PB affects adults, most cases occur in young children with a median latency of ~5–6 years. Early symptoms include headache, ocular disturbance, ataxia and increased intracranial pressure due to hydrocephalus. Current treatments comprise maximal tumor resection followed by radiation and chemotherapy.

About 5% of patients with bilateral retinoblastoma (RB), an ocular tumor of infancy, develop PB, termed “trilateral RB”, directly implicating the tumor suppressor *RB1* in the aetiology of this disease^5^. Although new chemotherapy regimens have improved outcome, 5-year OS of trilateral RB patients is only 44%, with the presence of leptomeningeal metastases associated with reduced survival^5^. Germline mutation in *DICER1* also predisposes to PB^6–8^, whereas *DROSHA* loss and *PDE4DIP* duplication are found in sporadic cases^9^. Recent molecular classification of PBs identified several subtypes with distinct oncogenic alterations and clinical/pathological features. *RB1* loss or amplification of *MYC* or the *miR17-92* cluster is observed in young children (median 1.3-1.4 years) with 5 year OS in this cohort of 28.6% and 37.5%, respectively; whereas loss-of-function alterations in genes involved in miRNA biogenesis (*DICER1*, *DROSHA*, and *DGCR8*) characterize older patients (median age 5.2–14.0 years) with five-year OS of 68–100%^10^.

Rb^+/−^:p53^−/−^ mice develop diverge tumor types including pituitary, thyroid, lymphoma, sarcoma, islet cell, bronchial hyperplasia, retinal dysplasia, and PB^11^. A major hurdle in developing a specific model for PB has been the lack of a proper CRE deleter line. An interphotoreceptor retinoid binding protein promoter Cre transgenic line (IRBP-Cre) targets the pineal gland, but also other lineages. Indeed, IRBP-Cre mediated deletion of Rb on a p53^+/−^ background led to anterior lobe tumors, pituitary tumors, other tumors or no lesions at all in some mice as well as PB in 15% of mice^12^. Here we have made the fortuitous discovery that the whey acidic protein (WAP) promoter Cre deleter line (WAP-Cre)^13^, commonly used to target mammary lobuloalveolar progenitors during the estrous cycle and pregnancy, is expressed in the pineal gland in both male and female mice, and that WAP-Cre:Rb^flox/flox^:p53^flox/flox^ and WAP-Cre:Rb^flox/flox^:p53^lsl_R270H/flox^ mice develop metastatic PBs that resemble the human disease with short latency and 100% penetrance. Disruption of Dicer1 plus p53 also induces PB, though with longer latency and reduced penetrance as observed in children. These results demonstrate the utility of the WAP-Cre transgene for modeling diverse types of PBs, and suggesting similar cell of origin for *RB1*- and *DICER1*-deficient PB. In silico analysis predicts high sensitivity of mouse PBs to FDA-approved tricyclic antidepressant drugs such as nortriptyline (NOR). NOR disrupts the lysosome, leading to inhibition of autophagic flux, cathepsin release and the demise of both mouse and human PB cells. NOR further synergizes with the antineoplastic drug gemcitabine to effectively suppress PB in vivo. Thus, our results model the two most common germline mutations, *RB1* and *DICER1*, that predispose children to PB, and uncover a new therapeutic avenue for this devastating disease.

## Results

### Rb plus p53 deletion via WAP-Cre induces metastatic PB

In the course of studying the effect of deleting Rb in the mammary epithelium via WAP-Cre^14^, we observed that WAP-Cre:Rb^flox/flox^:p53^flox/flox^ mice developed brain tumors with latency of 133 days and 100% penetrance (Fig. 1a). The tumors protruded the head, and upon histological examination, were found to engulf the entire superior part of the brain, invading the cerebellum (Fig. 1b, c). These lesions were observed in WAP-Cre:Rb^flox/flox^:p53^flox/flox^ (henceforth referred to as Rb/p53-deleted) mice and in one of sixteen WAP-Cre:Rb^flox/flox^:p53^flox/wt^ mice, but not in WAP-Cre:Rb^flox/flox^, WAP-Cre:p53^flox/flox^, or WAP-Cre:Rb^flox/flox^:Pten^flox/flox^ mice^15^ (Fig. 1a). Human PBs display Homer Wright and Flexner-Wintersteiner rosettes^16,17^, irregular, pleomorphic nuclei, and scant cytoplasm^18^. The Rb/p53-deleted PB exhibited similar histology with pleomorphic nuclei, scarce cytoplasm and rosette features (Fig. 1d). Deletion of the floxed Rb and p53 alleles, and loss of protein expression in these tumors were confirmed (Fig. 1e).

**Fig. 1:**
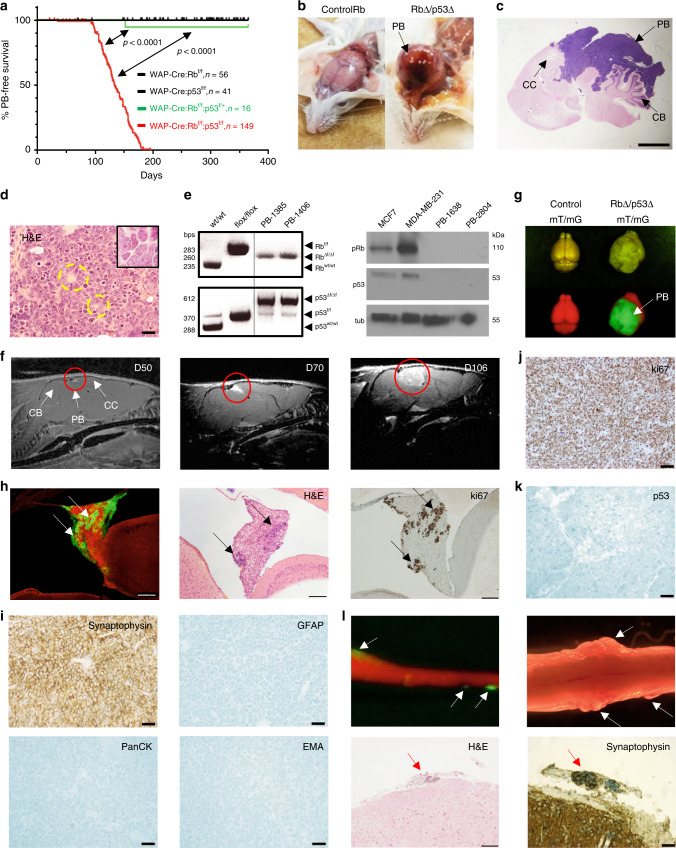
Deletion of Rb plus p53 via WAP-Cre induces pineoblastoma. **a** Kaplan–Meier pineoblastoma (PB)-free survival curves for the indicated mouse models. WAP-Cre:Rb^flox/flox^:p53^flox/flox^ mice (*n* = 149, red) developed PB with 100% penetrance and median latency of 133 days. One WAP-Cre:Rb^flox/flox^:p53^flox/+^ mouse (*n* = 16, green) but none of WAP-Cre:Rb^flox/flox^ (*n* = 56, black) or WAP-Cre:p53^flox/flox^ (*n* = 41, black) mice developed PB. Statistical analysis by Mantel-Cox test. **b** Appearance of a normal control versus a WAP-Cre:Rb^flox/flox^:p53^flox/flox^ mouse with a bulging PB. **c** Low magnification histology (H&E) of large PB invading the cerebellum in a WAP-Cre:Rb^flox/flox^:p53^flox/flox^ mouse. Scale bar, 200 µm. CB, cerebellum; CC, cerebral cortex. **d** High magnification H&E image of PB from a WAP-Cre:Rb^flox/flox^:p53^flox/flox^ mouse, showing densely packed tumor cells with irregular nuclear shape (inlet), scant cytoplasm, and rosette-like features (circled). Scale bar, 2 µm. Inlet, high power magnification (×100). **e** Left, PCR analysis of wild-type control, flox control and two tumor samples, confirming deletion of Rb and p53 in PBs. Right, immunoblots of Rb/p53-deleted PBs and control cell lines for pRb and p53. **f** MRIs of a WAP-Cre:Rb^flox/flox^:p53^flox/flox^ mouse at indicated time points, showing gradual increase in PB size (red circles). **g** Dorsal images of bright field (top) and fluorescent (bottom) microscopy of control wild-type mouse (left) and PB bearing WAP-Cre:Rb^flox/flox^:p53^flox/flox^:mT/mG mice (right). Red, normal cells; green, tumor cells. **h**. Representative fluorescent and H&E images of a micro-tumor (arrows) in the pineal gland of WAP-Cre:Rb^flox/flox^:p53^flox/flox^:mT/mG mouse. Right, widespread expression of ki67 in the micro-lesion. Scale bar, 200 µm. **i** Marker analysis of PB by IHC. Synaptophysin is widely expressed; GFAP, PanCK and EMA are negative. Scale bars, 2 µm. **j**, **k** Representative IHC images showing strong expression of ki67 but negative expression of p53 in Rb/p53-deleted PB. Scale bar, 2 µm. **l** Representative fluorescent, bright field, H&E, and IHC images showing large metastases (arrows) on the leptomeningeal surface of the spine of WAP-Cre:Rb^flox/flox^:p53^flox/flox^:mT/mG mice. Top, original magnifications: left, ×10; right ×25. Bottom, scale bars, 2 µm. Raw data are provided in Source Data files.

To determine the origin of these tumors, we monitored their development by magnetic resonance imaging (MRI). While human pineal gland is located in the posterior segment of the diencephalon at the center of the brain, mouse pineal gland is positioned on the dorsal part of the brain between the midbrain and the cerebral cortex^19^. MRI of a 50-day-old mouse identified a small lesion on the superior side of the midbrain, which became larger in subsequent imaging at 70 and 106 days of age in the same mouse (Fig. 1f). To further pinpoint the tissue of origin, we crossed WAP-Cre:Rb^flox/flox^:p53^flox/flox^ mice to mT/mG double fluorescent Cre reporter line in which all cells fluoresce tomato-red unless the mT cassette is deleted via Cre-mediated recombination, inducing expression of enhanced Green Fluorescent Protein (eGFP)^20^. WAP-Cre:Rb^flox/flox^:p53^flox/flox^:mT/mG mice exhibited large green-fluorescent tumors on a red-fluorescent background (Fig. 1g). Imaging of pineal glands from young mice uncovered “green” micro-tumors at as early as 18 days of age; these micro-lesions were observed in H&E stained sections and by ki67 staining, revealing highly proliferative tumor cells with similar histology as full-blown PB (Fig. 1h, Supplementary Fig. 1a). Notably, the WAP-Cre transgene was reported to be expressed in the brain^13^. However, endogenous WAP gene is expressed at background levels in the pineal gland (Supplementary Fig. 2), suggesting that expression of the WAP-Cre transgene in this gland is likely the result of ectopic activation at the integration site.

Human PBs express neuronal markers such as synaptophysin, but little or no expression of glial markers like glial fibrillary acidic protein (GFAP)^18^. In accordance Rb/p53-deleted PBs showed widespread expression of synaptophysin but not GFAP or the epithelial markers pan cytokeratin (PanCK) and epithelial membrane antigen (EMA; Fig. 1i). Like human PBs, which exhibit a proliferation index of over 36%^21^, Rb/p53-deleted PBs were highly proliferative as shown by strong and widespread ki67 expression (Fig. 1j). Consistent with p53 deletion, these tumors stained negative for p53 (Fig. 1k). Occasionally, Rb/p53-deleted mice developed pituitary tumors, which were observed as small lesions in mice with end stage PB (Supplementary Fig. 1b).

Metastasis is a poor prognostic marker for PB^4^. Analysis of whole brains and spinal cords from WAP-Cre:Rb^flox/flox^:p53^flox/flox^:mT/mG mice revealed multiple large metastatic lesions on the leptomeningeal surface of the spine (Fig. 1l). Thus, combined deletion of Rb plus p53 via WAP-Cre induces metastatic PB with 100% penetrance and features of human PB.

### Cluster analysis of Rb/p53-deficient PB

We next classified the mouse Rb/p53-deficient PBs using whole genome mRNA gene-set enrichment analysis (GSEA)-based principle component analysis (PCA)^22^ of 12 Rb/p53-deleted PB samples in comparison to human PB, Group 3, Group 4, and SHH medulloblastoma (MB), RB, and glioblastoma (GBM) as well as mouse RB. 

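RNA of snap-frozen mouse tumors and of normal cerebellum was extracted with Trizol and hybridized to Affymetrix Mouse Gene ST arrays, 1 sample per array. Of the 12 Rb/p53-deleted PBs, 11 (PB1 to PB11) were on version 1.0 arrays, beside 3 normal cerebellum samples and 5 Rb/p53-mutated PBs. Rb/p53-deleted PB12 was on a version 2.0 array, beside the Dicer1-deleted tumors. The deposited values are log2 RMA values per transcript cluster, made by the authors in Affymetrix Expression Console. The version 1.0 table holds 35556 transcript clusters, of which 19938 genes with a name of their own were used here, 1 cluster per gene. Tumor and cerebellum arrays were compared with limma, the tool the authors name, at the paper's FDR of 0.01. The human tumors, the mouse RB and the mouse SHH MB were not analysed here, so the values printed here describe the mouse PBs against normal cerebellum and against each other. The paper classifies the tumors by how near they lie to each human brain tumor.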

The Rb/p53-deleted PBs clustered close to mouse RB and human PB as well as to Group 3 and Group 4 MBs, but relatively far from GBM as recently established for human brain tumors^23,24^ (Fig. 2a, Supplementary Fig. 3).

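Rb/p53-deleted PBs had higher levels of pineal and proliferation genes and lower levels of markers of cerebellar cells than normal cerebellum. Of 16 measured pineal identity and melatonin synthesis genes, listed before the data were examined like every gene list printed here, 14 were higher in the 11 tumors than in the 3 cerebellum samples and none was lower. Among them, Tph1, the first enzyme of serotonin and melatonin synthesis in the pineal gland, rose by 5.64 on the log2 scale (SE 0.30, adjusted p = 6.1e-11). The nicotinic receptor subunit Chrna3 rose by 5.01 (SE 0.20) and the pineal transcription factor Otx2 by 3.79 (SE 0.15). The pineal list was higher as a set (camera, adjusted p = 2.7e-08, and adjusted p = 0.00697 with an estimated correlation). Normal pineal gland, the other tissue to compare with, was not among the samples. All 29 mitotic cell cycle genes were higher, with a median difference of 3.79, including cyclin A2, Ccna2 (5.09, SE 0.12), and the proliferation marker Mki67 (5.09, SE 0.17). All 41 RB/E2F target and DNA replication genes were higher, with a median of 2.46, such as the ribonucleotide reductase subunit Rrm2 (4.60) and the helicase subunit Mcm6 (4.23). For these lists the adjusted p with an estimated correlation was 0.039 and 0.0449. Markers of cerebellar cells were lower. Of 15 granule neuron markers 14 were lower, among them the GABA receptor subunit Gabra6, at 5.93 in tumors and 13.24 in cerebellum. All 11 Purkinje cell markers were lower, such as Ppp1r17 (-7.21) and parvalbumin, Pvalb (-6.03), and so were 13 of 15 astrocyte markers, such as S100b (-4.89), and all 15 oligodendrocyte markers, such as Mag (-4.17). The granule and oligodendrocyte lists stayed lower as sets with an estimated correlation (adjusted p = 0.0449 each), whereas the Purkinje and astrocyte lists had adjusted p = 0.0891 and 0.167 with it. In all, 3937 genes were higher and 6356 lower. Of the tumors, PB11 alone has the wider spread of values that the cerebellum arrays have, and with this array set as a block, a setting chosen after seeing the data, 6566 genes passed, of which 3383 were higher. That setting rests on PB11 against the 3 cerebellum samples, with the spread of tumors taken mainly from PB1 to PB10. A tumor array had a mean Pearson correlation of 0.950 ± 0.013 (SD, n = 11) with the other Rb/p53-deleted PBs and of 0.312 with cerebellum, across the 5000 genes of largest variance. These genes were chosen by their variance over the same arrays, which favors genes that differ between tumor and cerebellum. Across all named genes the 2 values were 0.984 and 0.838. From its own clustering, the paper concludes that these tumors stand near mouse RB, human PB and Group 3 and Group 4 MB.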

**Fig. 2:**
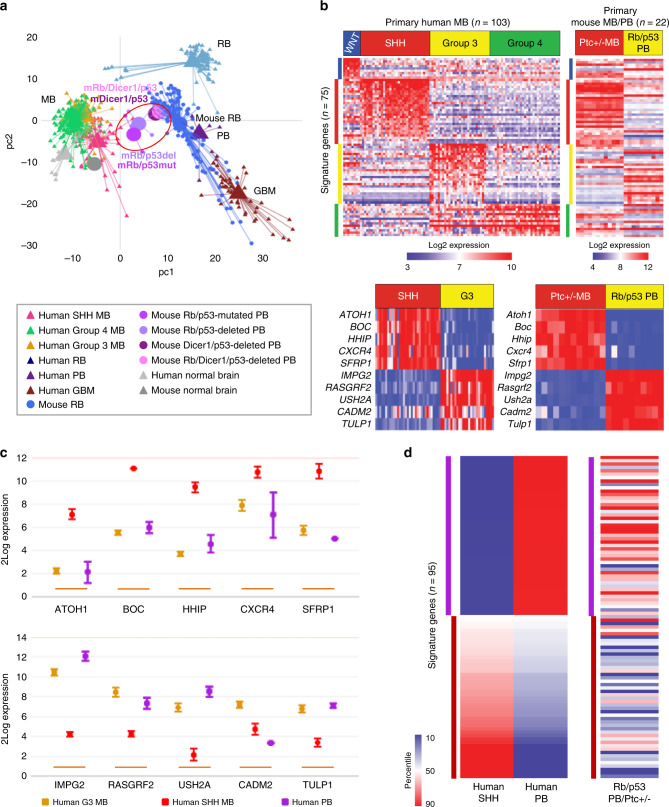
Mouse pineoblastomas cluster close to human pineoblastoma and medulloblastoma. **a** GSEA-PC analysis of mouse Rb/p53-deleted (*n* = 12), Rb/p53-mutated (*n* = 5), Dicer1/p53-deleted (*n* = 3) and Rb/Dicer1/p53-deleted (*n* = 3) pineoblastomas (circled), showing close clustering with mouse retinoblastoma (mouse RB), human PB and medulloblastoma (MB) but not glioblastoma (GBM). A 3-D image is shown in Supplementary Fig. 3. **b** Top, 75 signature genes (depicted in supplementary Table S1) were used to classify human medulloblastoma into 4 subgroups (left) and compare mouse Rb/p53-deleted PBs with Ptc+/− mouse model of SHH MBs (right). Bottom, expression of top 10 signature genes from human SHH vs group 3 MB subgroups (left), and from mouse Ptc+/− MB vs Rb/p53-deleted PBs (right), showing similar relative expression. **c** Expression of top 10 signature genes (mean ± SD) identified above in human PBs, group 3 (*n* = 7) and SHH (*n* = 4) MBs in an independent dataset. **d** 95 signature genes (listed in supplementary Table S1) used to differentiate between human SHH MB and human PB. Similar relative expression of the same 95 signature genes in Rb/p53-deleted PBs, normalized to expression levels in the Ptc+/− mouse model of SHH MBs.

Like group 3 MB, which expresses photoreceptor genes^25^, mouse PBs exhibited high levels of *Tulp1*, *Impg2*, and *Ush2a* relative to SHH MBs (Fig. 2b). 

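Photoreceptor genes were among the genes that stood furthest above normal cerebellum in the Rb/p53-deleted PBs. Tulp1, which is needed for transport in photoreceptor cells, was 10.25 ± 0.214 (SD, n = 11) in tumors and 7.47 ± 0.0614 (SD, n = 3) in normal cerebellum, a log2 difference of 2.79 (SE 0.12, adjusted p = 5.4e-12). Impg2, a proteoglycan of the matrix between photoreceptors, was 12.25 ± 0.269 and 6.45 ± 0.0503, a difference of 5.80 (SE 0.15, adjusted p = 8.3e-15). Their transcript clusters are 10449435 and 10436282. Crx, the transcription factor of photoreceptors and pinealocytes, rose by 5.42 (SE 0.08, adjusted p = 2.3e-17), Rbp3, the retinoid carrier of the interphotoreceptor matrix, by 5.94 (SE 0.20), the ciliary protein gene Rpgrip1 by 5.30 (SE 0.18), and the neurogenic factor Neurod4 by 6.38 (SE 0.17). Of 46 measured photoreceptor and phototransduction genes, 37 were higher, 3 were lower and 6 did not pass the test, with a median difference of 2.04. Adjusted over the list alone, 38 were higher and 3 lower. The list was higher as a set (camera, adjusted p = 5.1e-14, and adjusted p = 0.0449 with an estimated correlation). After quantile normalization its adjusted p with an estimated correlation was 0.0821. The reference is normal cerebellum, not SHH MB. No normal pineal gland was among the samples, so these differences do not show a rise over the tissue of origin.

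**Figure D1:**
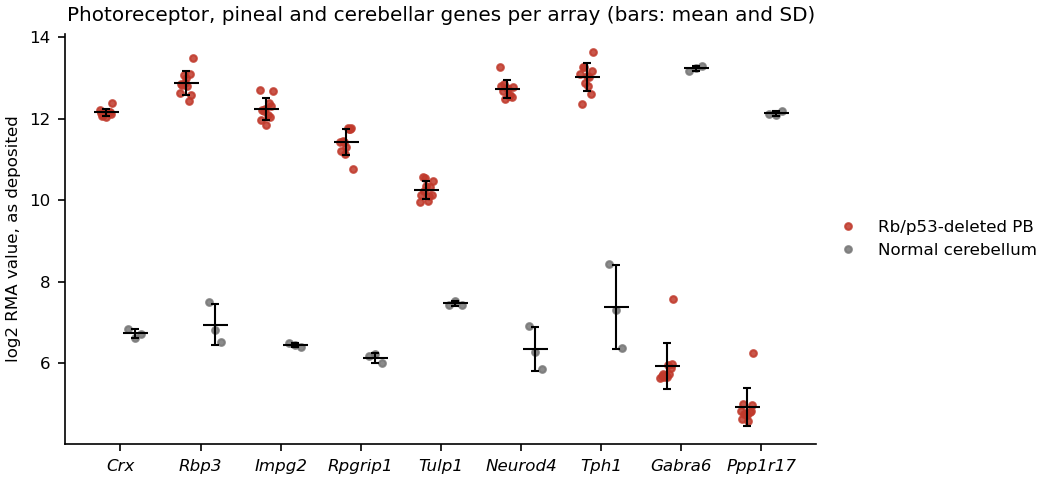
Log2 values of 9 genes in each of the 11 Rb/p53-deleted PBs and 3 normal cerebellum samples. Crx averaged 12.16 in tumors and 6.74 in cerebellum, and the granule neuron gene Gabra6 averaged 5.93 and 13.24.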

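Of the 26 Group 3 genes in the 75-gene classifier of Supplementary Table 1, 23 were measured on the mouse arrays, of which 15 were higher and 6 lower in Rb/p53-deleted PBs than in normal cerebellum. The 6 raised most were Impg2, the cone transducin subunit Gnb3 (log2 difference 5.24), Cabp5 (4.67), a calcium-binding protein of the retina, the glutamate transporter Slc1a7 (3.45), dystrophin, Dmd (3.27), and Rp1 (3.18), a gene of photoreceptor outer segments. The rod genes Sag (2.72) and Gnat1 (2.40) were also higher. Lower Group 3 genes were Fstl5 (-3.72), Zfpm2 (-3.14), Tshz3 (-1.78), Robo1 (-1.33), Mab21l2 (-1.13) and Hk2 (-0.88). The set was higher with camera (adjusted p = 0.000419, and adjusted p = 0.0339 with an estimated correlation). After quantile normalization its adjusted p with an estimated correlation was 0.12. Of 28 SHH genes, 26 were measured, and 20 were lower, among them the AMPA receptor subunit Gria4 (-5.90), the G protein subunit Gng3 (-5.34) and the neural stem cell factor Sox2 (-2.83), whereas Cyyr1 (3.09) and Gli3 (2.16), a transcription factor of the SHH pathway, were higher. The SHH set was lower (adjusted p = 5.2e-05, and adjusted p = 0.0379 with an estimated correlation). Of 13 measured Group 4 genes 3 were higher, which were Rpgrip1, Otx2 and Chrm3 (2.51), and 8 were lower, such as Chn2 (-5.01), St18 (-4.53) and Cacna1a (-4.25), with adjusted p = 0.0281 and adjusted p = 0.132 with an estimated correlation. Of 7 WNT genes 3 were higher, namely Tph1, Cdkn1c (2.54) and Tnc (1.19), and 3 lower (adjusted p = 0.66). Classifier genes were matched to mouse by symbol, and 69 of 75 were measured. The reference is normal cerebellum, so these counts are no comparison with MB.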

We directly compared mouse PB to human MB using a 75-gene classifier (Fig. 2b and Supplementary Table 1)^26^. 

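Of 8 genes of the paper's Group 3 comparison that were analysed here, 6 differed between Rb/p53-deleted PBs and normal cerebellum. The SHH co-receptor Boc (log2 difference -2.93, SE 0.20, adjusted p = 1.3e-09), the hedgehog-binding protein Hhip (-2.36, SE 0.11, adjusted p = 1.1e-11) and the WNT antagonist Sfrp1 (-1.79, SE 0.18, adjusted p = 2.5e-07) were lower. Rasgrf2, an exchange factor for RAS, was higher (2.65, SE 0.21, adjusted p = 1.3e-08), as were Impg2 and Tulp1. Atoh1, the transcription factor of granule neuron precursors, had a difference of 0.14 (adjusted p = 0.159), and the chemokine receptor Cxcr4 one of 0.56 (adjusted p = 0.0478), both short of the threshold. Atoh1 was at 7.15 ± 0.129 (SD, n = 11) in tumors and 7.01 ± 0.0285 (SD, n = 3) in cerebellum. The medians of these arrays were 7.90 to 8.01, so Atoh1 was low in both. Cadm2 was not analysed here, for it has no named transcript cluster.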

Mouse Rb/p53-deleted PBs resembled Group 3 MB with low expression of *Atoh1*, *Boc*, *Hhip*, *Cxcr4* and *Sfrp1*, and high levels of *Impg2*, *Rasgrf2*, *Ush2a*, *Cadm2,* and *Tulp1* (Fig. 2b). We then compared expression profiles of these 10 genes in human PBs versus human SHH and group 3 MBs in an independent dataset^27^; human PBs exhibited expression profiles similar to group 3 MB but not SHH MB (Fig. 2c). Thus, Rb/p53-deleted PBs are similar to both human PB and group 3 MB.

Next, we developed a 95-gene classifier that can differentiate human PB from human SHH MB (Fig. 2d; Supplementary Table 1). 

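Of the 47 PB genes in the 95-gene classifier, 46 were measured, of which 16 were higher and 15 lower in Rb/p53-deleted PBs than in normal cerebellum. Higher genes included Impg2, Crx, Gnb3, Prtg (log2 difference 3.42), the phototransduction regulator Pdc (2.91), the photoreceptor chaperone Aipl1 (2.78), the pineal and retinal homeobox gene Lhx4 (2.33) and Rp1l1 (2.17). Lower genes included Ahcyl2 (-3.66), B4galt6 (-2.51), the actin nucleator Fmn2 (-1.82) and the ion transporter Slc12a2 (-1.71). Of 48 SHH genes, all measured, 25 were lower and 8 higher. Among them, the membrane glycoprotein Gpm6a (-5.00), Diras1 (-2.62) and the homeobox gene Prox1 (-2.27) were lower, and Cyyr1, Nmu (2.40) and Rnd3 (2.35) were higher. Neither class passed the set test against the other genes, with adjusted p = 0.151 for the PB genes, whose median difference was 0.02, and 0.124 for the SHH genes. The classifier was trained on human PB and SHH MB, and the mouse SHH MB was not analysed here.

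**Figure D2:**
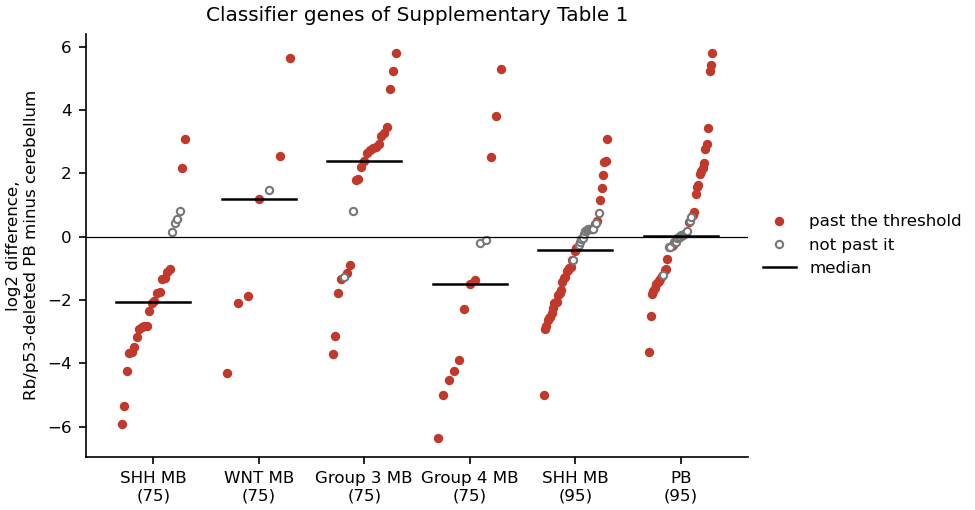
Log2 difference, Rb/p53-deleted PB minus normal cerebellum, of each measured classifier gene by class. The median of the 46 PB genes was 0.02, and Gnb3, a gene of both classifiers, stood at 5.24.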

Using this classifier, Rb/p53-deleted PBs were again highly similar to human PB (Fig. 2d). Overall, these results indicate that mouse Rb/p53-deleted PB highly resembles human PB, and thus, WAP-Cre:Rb^flox/flox^:p53^flox/flox^ mice may serve as a preclinical model for this deadly disease.

### Rb/p53-R270H PB exhibits enhanced metastasis

In human cancer, p53 disruption involves large deletions of the gene or mutations that usually affect the DNA-binding domain, creating dominant-negative or gain of function alleles^28^. Although the status of p53 in human PB is not fully established, progression to full-blown PB is associated with high p53 immuno-staining, suggesting stabilizing p53 mutation^29^. We therefore determined the effect of expressing a p53 mutant allele, R270H, with mutation in the DNA-binding domain, on PB formation and dissemination^28^. WAP-Cre:Rb^flox/flox^:p53^lsl_R270H/flox^ mice (*n* = 19; henceforth referred to as Rb/p53-mutated) developed PB with similar latency, penetrance, and histology compared with Rb/p53-deleted PB and closely clustered with mouse Rb/p53-deleted and human PB by GSEA-PCA (Fig. 2a; 3a–b). 

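Rb/p53-mutated PBs had higher levels of photoreceptor, pineal and proliferation genes and lower levels of markers of cerebellar cells than normal cerebellum. Because the 5 Rb/p53-mutated arrays have lower deposited values overall, gene values are given as deposited and after quantile normalization of the 19 arrays. Impg2 differed from cerebellum by 5.66 and 6.20, Rbp3 by 5.49 and 5.99, Crx by 5.07 and 5.69, and Tph1 by 4.86 and 5.45. Of 46 photoreceptor genes, 25 were higher and 4 lower as deposited, and 30 and 2 after quantile normalization (camera, adjusted p = 4.2e-36 and 4.2e-10, with an estimated correlation adjusted p = 0.0452 and 0.262). All 29 mitotic genes were higher both ways, with Mki67 at 4.24 and 4.93 and Ccna2 at 4.06 and 4.76 (list adjusted p = 0.0342 and 0.104 with an estimated correlation). Of 41 E2F targets, 33 were higher as deposited and 40 after quantile normalization (adjusted p = 0.0331 and 0.0913 with an estimated correlation). Of 16 pineal genes, 8 and 11 were higher (adjusted p = 0.0159 and 0.0913). Gabra6 was lower by both measures (-8.33 and -7.76), as were the Purkinje genes Pvalb (-7.29 and -6.52) and Car8 (-7.09 and -6.33) and all 15 oligodendrocyte markers (list adjusted p = 0.252 and 0.104 with an estimated correlation). Across the 5000 genes of largest variance, Rb/p53-mutated PBs correlated at 0.904 on average with Rb/p53-deleted PBs (0.874 to 0.929 per tumor, n = 5), at 0.935 with each other and at 0.364 with cerebellum, all as deposited. After quantile normalization the tumors correlated with Rb/p53-deleted PBs at 0.877 to 0.930 and with cerebellum at 0.380 to 0.442, within the 0.373 to 0.474 of the Rb/p53-deleted PBs. Across all named genes as deposited, the averages were 0.961 with Rb/p53-deleted PBs, 0.978 with each other and 0.828 with cerebellum. As deposited, 999 genes were higher and 15077 lower than in cerebellum, and after quantile normalization 4741 and 5494. The paper refers to the 2 models as closely related tumors.

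**Figure D3:**
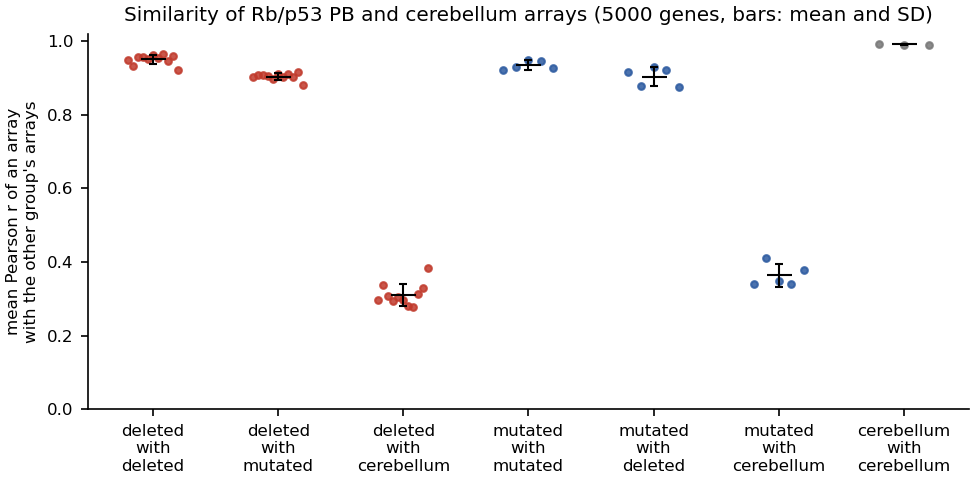
Mean Pearson correlation of each version 1.0 array with the arrays of each group, across the 5000 genes of largest variance over these arrays. Rb/p53-mutated PBs averaged 0.904 with Rb/p53-deleted PBs and 0.364 with normal cerebellum.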

Tumor penetrance decreased to 4/36 in WAP-Cre:Rb^flox/flox^:p53^lsl_R270H/+^ mice in which the other chromosome retained a wild-type p53 allele (Fig. 3a). Like Rb/p53-deleted lesions, Rb/p53-mutated PBs stained positive for synaptophysin but not GFAP (Fig. 3c, d), and in accordance with the R270H mutation, which stabilizes the protein, stained strongly for p53 (Fig. 3e).

**Fig. 3:**
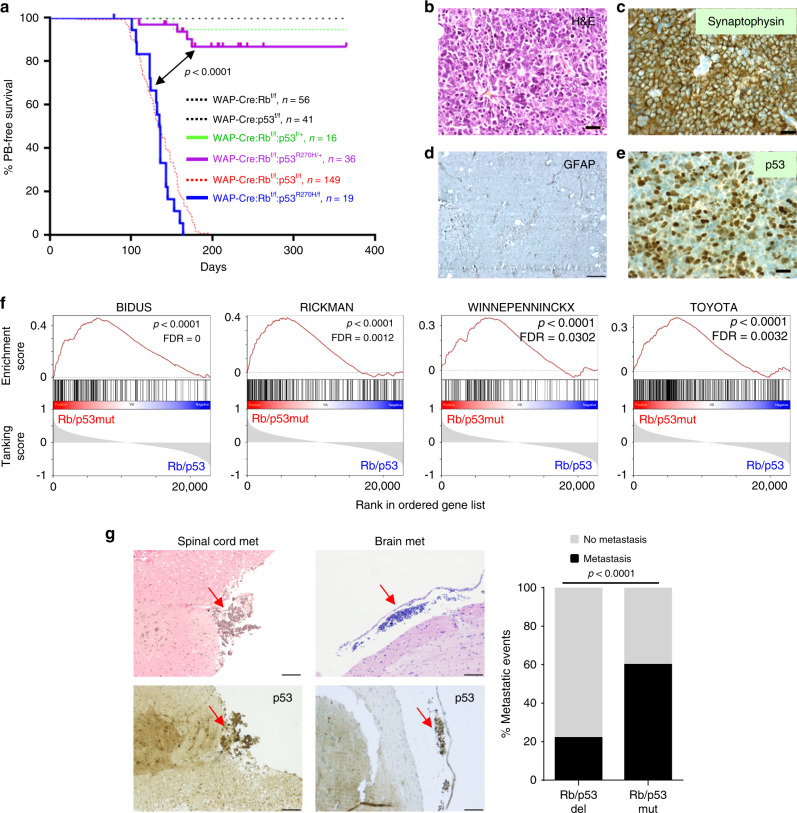
Rb deletion plus p53-R270H mutation induces highly metastatic pineoblastoma. **a** Kaplan–Meier PB-free survival curves showing that WAP-Cre:Rb^flox/flox^:p53^lsl_R270H/flox^ mice (*n* = 19, blue) developed PB with 100% penetrance and a median latency of 135.5 days, similar to WAP-Cre:Rb^flox/flox^:p53^flox/flox^ mice (shown in light dotted red line for comparison as in Fig. 1a). WAP-Cre:Rb^flox/flox^:p53^lsl_R270H/+^ mice (*n* = 36, purple) also developed PB but with diminished penetrance (11.1%). Statistical analysis by Mantel-Cox test. **b** Representative H&E image of PB from WAP-Cre:Rb^flox/flox^:p53^lsl_R270H/flox^ mice, showing similar histology to Rb/p53-deleted PBs. Scale bar, 2 µm. **c**–**e**. Representative IHC images of PB from WAP-Cre:Rb^flox/flox^:p53^lsl_R270H/flox^ mice, showing strong expression of synaptophysin and p53, but no GFAP expression. Scale bar, 2 µm. **f** Gene set enrichment analysis (GSEA) revealing enrichment in pathways involved in metastasis in Rb/p53-mutated PBs compared to Rb/p53-deleted PBs. Full GSEA is provided in Supplementary Fig. 4. **g** Left, H&E (top) and p53 IHC (bottom) showing spinal cord and brain metastases in WAP-Cre:Rb^flox/flox^:p53^lsl_R270H/flox^ mice. Scale bars, 2 µm. Right, frequency of metastatic events determined by H&E staining of multiple sections. Metastases were found in 60% (*n* = 15) of WAP-Cre:Rb^flox/flox^:p53^lsl_R270H/flox^ mice compared to 21% (*n* = 32) in WAP-Cre:Rb^flox/flox^:p53^flox/flox^ mice. Scale bar, 2 µm. Chi-square analysis, *P* < 0.0001. For raw data see Source Data files.

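For 5 Rb/p53-mutated and 11 Rb/p53-deleted PBs on version 1.0 arrays, genes were compared with limma at an FDR of 0.05, and gene lists with camera. As deposited, the median of an Rb/p53-mutated array was 7.04 to 7.12 and that of Rb/p53-deleted PB1 to PB10 was 7.90 to 7.97, so that the median gene differed by -0.86. On these values 147 genes were higher and 18392 lower in Rb/p53-mutated PBs. Quantile normalization of the table's 19 arrays brought the median gene to -0.04, with 4120 genes higher and 5154 lower. Of these, 215 and 145 differed by at least 1 on the log2 scale. On the quantile-normalized values the largest increases include the olfactory receptor gene Olfr1184 (2.14), the BCL2 relative Bcl2a1c (1.95), the collagen gene Col10a1 (1.85) and the ion transport regulator Fxyd5 (1.60), and the largest decreases include the small RNA genes Mir15b (-2.52), Snora33 (-2.31), Mir18 (-2.24) and Snord35b (-2.22, adjusted p = 5.7e-12). The groups differ in array set as well as in genotype, and the 2 cannot be told apart.

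**Figure D4:**
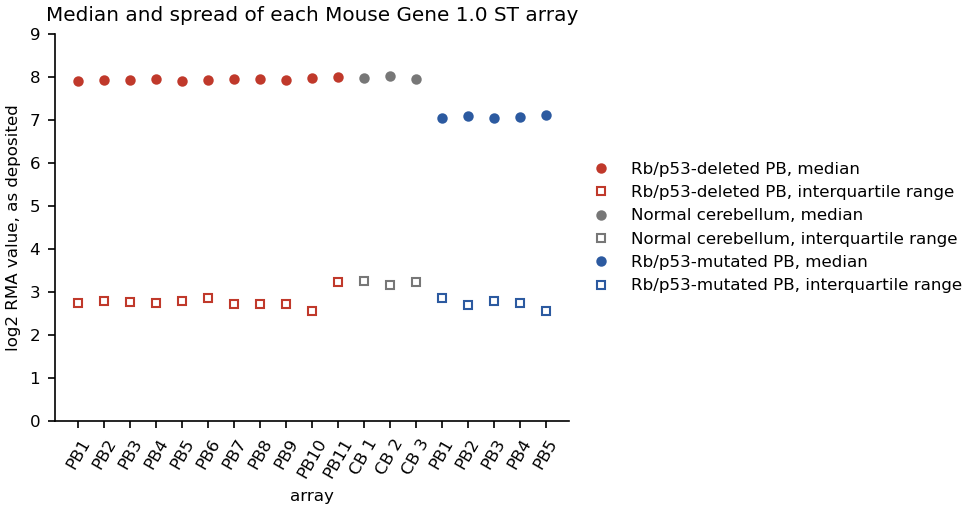
Median and interquartile range of the log2 values of each version 1.0 array, as deposited. Medians were 7.04 to 7.12 in Rb/p53-mutated PBs and 7.90 to 7.97 in Rb/p53-deleted PB1 to PB10.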

To identify differences between these two closely related tumors, we performed GSEA^30^ combined with Enrichment Map analysis^31,32^. Multiple immune response-related and metabolic pathways were enriched in Rb/p53-deleted relative to Rb/p53-mutated PBs, whereas cell cycle, mitotic replication, transcription, mRNA processing, and Bard1 (BRCA1-associated RING domain protein 1) pathways were enriched in Rb/p53-mutated compared with Rb/p53-deleted PBs (Supplementary Fig. 4a). In addition, four pathways involved in metastasis were enriched in the Rb/p53-mutated vs Rb/p53-deleted PBs (Fig. 3f and Supplementary Fig. 4b). 

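After quantile normalization, Rb/p53-mutated PBs had lower levels of mitotic, E2F target, mRNA processing and oxidative phosphorylation genes than Rb/p53-deleted PBs. Levels of most microglia and macrophage markers were higher. The paper gives cell cycle, mRNA processing and immune pathways the reverse direction, from other gene sets. The groups differ in array set as well as in genotype, so these differences cannot be assigned to either. Of 29 mitotic genes, 18 were lower and 1 higher, among them the centromeric histone Cenpa (log2 difference -0.93, adjusted p = 1.5e-06), the spindle midzone gene Prc1 (-0.82) and the kinetochore gene Nuf2 (-0.79). Of 41 E2F targets, 20 were lower and 3 higher, such as cyclin E2, Ccne2 (-0.95), and the flap endonuclease Fen1 (-0.93). Of 28 mRNA processing genes, 14 were lower and 2 higher, including the splicing factors U2af1 (-0.68, adjusted p = 9.2e-08) and Hnrnph1 (-0.66). The sets differed with camera (adjusted p = 0.00264, 0.00688 and 0.00688), and no list did with an estimated correlation (adjusted p = 0.847 or more). Of 28 BRCA1/BARD1 repair genes, 12 were lower and 2 higher (list adjusted p = 0.0641). The helicase Brip1 (-0.98) and Brca1 (-0.61) were lower, whereas Bard1 itself was higher (0.78, adjusted p = 8.1e-05) and stood at -0.08 as deposited. Of 35 oxidative phosphorylation genes, 20 were lower and 6 higher, such as Ndufa4 (-1.12) and Ndufa1 (-1.10) (list adjusted p = 0.00745). The glycolysis list had 2 of 17 higher and 4 lower (list adjusted p = 0.793). Of 22 microglia and macrophage markers, 12 were higher and 4 lower, among them the complement gene C1qb (1.12, adjusted p = 6.9e-06) and the Fc receptor subunit Fcer1g (1.09), with list adjusted p = 0.0158. The 4 lower ones were the Fc receptor Fcgr3 (-0.81), the mannose receptor Mrc1 (-0.49), the fractalkine receptor Cx3cr1 (-0.25) and the scavenger receptor Cd163 (-0.16), named after their values were seen. Of 23 antigen presentation and interferon genes, 8 were higher and 2 lower (list adjusted p = 0.101), with the class II invariant chain Cd74 at 1.62 and the class II gene H2-Aa at 1.12. Of 25 T, NK and B cell genes, 4 were higher and 2 lower, with list adjusted p = 0.394. Markers of other cells also moved on these values. The mean of vascular markers differed by 0.43, and those of granule neuron, oligodendrocyte and pineal genes by -0.23, -0.21 and -0.23. Astrocyte markers differed by 0.01. As deposited, all 28 mRNA processing genes, 28 mitotic genes, 39 E2F targets and 34 oxidative phosphorylation genes were lower, and against the other genes only the antigen (adjusted p = 5.5e-07), microglia (0.000122), vascular, mesenchymal and photoreceptor lists stood apart, all toward higher values. With an estimated correlation their adjusted p was at least 0.66. From the higher frequency of metastasis, the paper concludes that the p53-R270H allele has a gain-of-function effect.

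**Figure D5:**
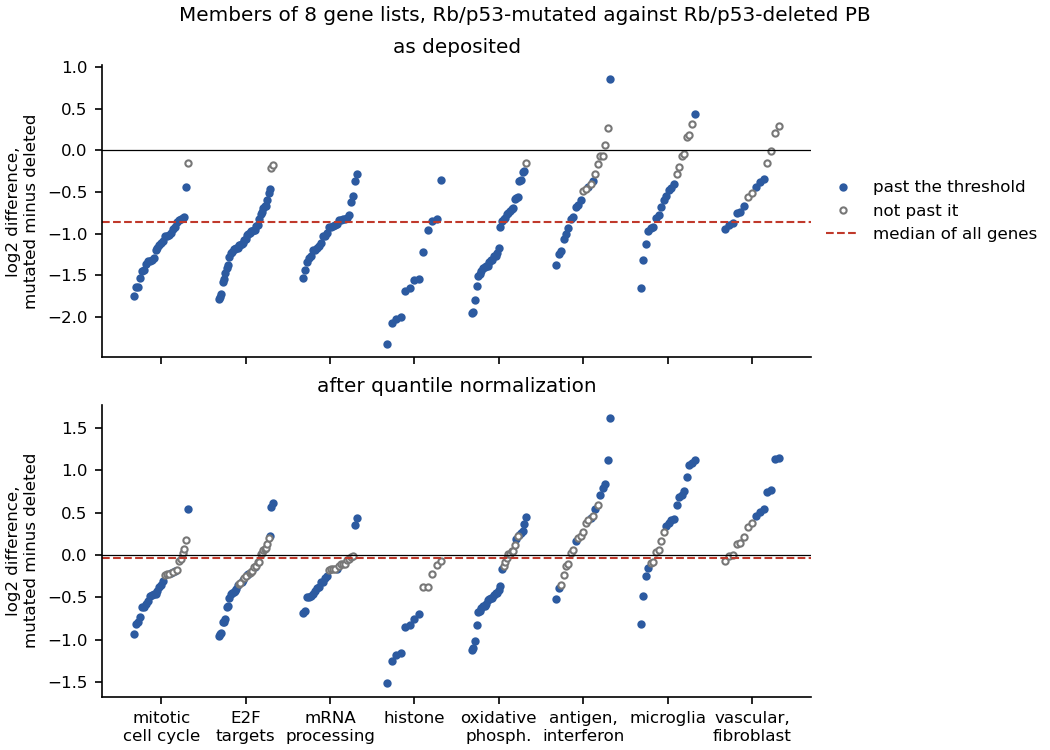
Log2 difference, Rb/p53-mutated minus Rb/p53-deleted PB, of each member of 8 gene lists, as deposited and after quantile normalization. The median of all genes moved from -0.86 to -0.04, and that of the mitotic genes was -0.36 after it.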

In accordance, WAP-Cre:Rb^flox/flox^:p53^lsl_R270H/flox^ mice exhibited not only metastases to the leptomeningeal surface of the spinal cord as seen in Rb/p53-deleted mice but also to leptomeningeal surfaces in the brain (Fig. 3g). Furthermore, Rb/p53-mutated PBs showed significantly more metastasis (60%) compared to Rb/p53-deleted (22%) (*P* < 0.0001; Fig. 3g), indicating that the p53-R270H allele exerts a gain-of-function effect in this context.

### NOR predicted as therapeutic drug for PB

Although new chemotherapy regimens have improved 5-year OS of PB patients, survival rates drop to 15% in ≤5-year-old patients, and tumors that shed metastases are virtually incurable^3^. There is therefore a pressing need to develop new approaches to treat metastatic PB. We used mRNA expression data from the two mouse PB models to calculate connectivity scores^33^ using GSEA and genome-wide connectivity (GWC) mapping^34,35^. This in silico analysis consistently identified tricyclic drugs, some of which are FDA-approved antidepressants or antipsychotics, including NOR, promazine, norcyclobenzaprine and amitriptyline, as potential inhibitors for both Rb/p53-deleted and Rb/p53-mutated PBs (Fig. 4a; Supplementary Tables 2 and 3).

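With 50 genes per direction against normal cerebellum, the size of the paper's 100-gene signature, 26 raised and 17 lowered genes were shared by Rb/p53-deleted and Rb/p53-mutated PBs, where 0.125 would be shared by chance. With 250 per direction, 163 raised and 129 lowered genes were shared, and no gene lay in opposite directions at any size. Shared at 50 per direction were the photoreceptor and neurogenic genes Crx, Gnb3, Impg2 and Neurod4 and the mitotic genes Ccna2 and Nusap1 among the raised, and parvalbumin, Pvalb, and the granule neuron cadherin Fat2 among the lowered. After quantile normalization 24 raised and 21 lowered genes were shared at 50 per direction. Both signatures use the same 3 cerebellum samples, which makes them resemble each other. In 50 simulated pairs with shared cerebellum values and no other common effect, made from the quantile-normalized values, 5.82 raised genes were shared on average and 12 at most, and 6.76 lowered genes on average and 13 at most. The simulated tumors had no difference from cerebellum at all, unlike the real ones. These counts therefore do not tell what part of the real overlap comes from the shared samples. The drug connectivity scores need drug profiles that were not analysed here. The paper uses such scores to look for drugs against both kinds of PB.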

**Fig. 4:**
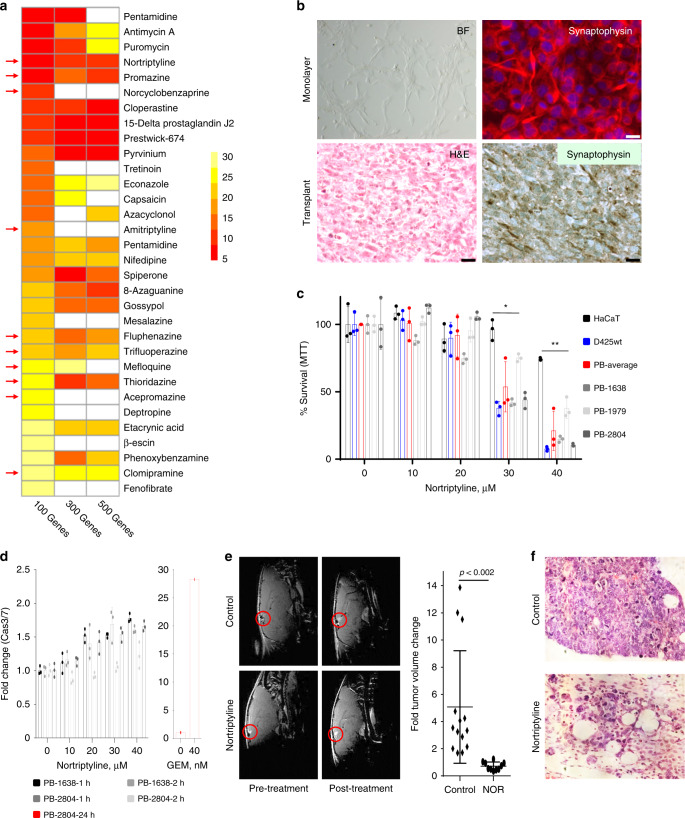
Nortriptyline predicted as a potential therapeutic for pineoblastoma. **a** Connectivity mapping by GWC of mouse Rb/p53-deleted PB identifies multiple tricyclic drugs (red arrows) with nortriptyline (NOR) topping the list. These drugs including NOR ranked high in similar analysis with Rb/p53-mutated PB, and using connectivity mapping by GSEA (Supplementary Tables 2 and 3). Color scale bar represents top 30 drugs when analyzing 100 genes per signature. **b** Bright field (BF) image and synaptophysin expression in primary Rb/p53-deleted PB cells cultured as monolayer cells. Original magnification, ×400. Flank tumors, developed following sub. cu. transplantation of primary Rb/p53-deleted PB into NOD/SCID mice, exhibit similar histology (H&E staining) and synaptophysin expression as primary lesions. Scale bars, 2 µm. **c** Response of human HaCaT cells, Group 3 medulloblastoma D425wt cells and three primary mouse Rb/p53-deleted PB cells (PB-1638, PB-1979, and PB-2804) to increasing concentrations of NOR, 24-h post treatment using MTT assays. *n* = 3 for each group. One-way ANOVA, *P < 0.05, **P < 0.01. **d** Left, marginal caspase3/7 activity in mouse Rb/p53 PB-1638 and PB-2804 cells in response to increasing concentrations of NOR treatment for 1–2 h. Right, gemcitabine, used as a positive control, induces robust caspase3/7 activity. *n* = 3 for PB-1638-1 h, PB-1638-2 h, PB-2804-1 h, PB-2804-2 h. Low caspase3/7 activity after 24-h NOR treatment is shown in Supplementary Fig. 5a. **e** Left, representative MRIs of WAP-Cre:Rb^flox/flox^:p53^flox/flox^ mice treated with vehicle control (*n* = 14) or NOR (*n* = 10; 20 mg/kg/day, i.p. with gradual increase to 40 mg/kg/day), 5 days/week for 5 weeks. Right, fold tumor volume change compared to initial tumor volume. Two-tailed unpaired student’s *t*-test, *P* < 0.002. PBs are indicated by red circles. **f** Histology of residual PB following treatment with NOR vs vehicle control in vivo. Original magnification, ×400. Results in (**c**), (**d**) and (**e**) are representative of three independent experiments. Results are presented as mean ± SD in (**c**), (**d**), and (**e**). For raw data see Source Data files.

To investigate the effect of these antidepressant drugs, we established primary Rb/p53-deleted PB cells, cultured in serum-free media supplemented with EGF and FGF (Fig. 4b). Primary PB cells expressed synaptophysin, and sprouted secondary tumors following subcutaneous (sub. cu.) injection of 5 × 10^5^ cells into immuno-deficient NOD/SCID mice (Fig. 4b). Secondary tumors were histologically similar to the primary PB with pleomorphic nuclei and scant cytoplasm, though rosettes were less obvious. Three independent primary PB cell lines (PB-1638, PB-1979, PB-2804) as well as human group 3 MB cell line, D425wt, showed significantly higher sensitivity to NOR, the top-ranked antidepressant drug, compared to immortalized HaCaT keratinocyte cells used as normal-like control (Fig. 4c).

NOR was shown to induce apoptosis in mouse bladder cancer cells at concentrations of ≥25 µM^36^. To determine whether NOR induced apoptosis in PB, cells were treated with NOR and tested for caspase-3/caspase-7 activation. NOR had no significant effect on caspase-3/7 activity after 1–2-h treatment, and only low induction of these caspases after 24 h (Fig. 4d, left; Supplementary Fig. 5a). In contrast, the anti-neoplastic cytotoxic drug gemcitabine, a nucleoside analog that interferes with DNA synthesis, induced robust caspase-3/7 activity (Fig. 4d, right, Supplementary Fig. 5a). Thus, short-term NOR treatment induces primarily a non-apoptotic cell death in PB cells.

To ask whether NOR mono-therapy could attenuate PB in vivo, we used MRI to monitor tumor growth. 70–80 day old WAP-Cre:Rb^flox/flox^:p53^flox/flox^ mice were treated with vehicle alone or NOR (20 mg/kg, with gradual increase to 30 mg/kg and then 40 mg/kg, 5 days/week) for 5 weeks. MRI was performed just prior to and at the end of drug treatment, and tumor volume was computed by analyzing serial images (Supplementary Fig. 5b). On average, NOR treatment suppressed tumor growth 7.03-fold compared to control mice (Fig. 4e, f).

### NOR acts as a CAD to inhibit autophagy

Tricyclic antidepressants have been shown to eliminate breast cancer cells by interfering with serotonin transport^37^, and GBM cells by promoting autophagy^38^. While tricyclic antidepressants inhibit serotonin and norepinephrine re-uptake transporters and act as antidepressants, they can also function as cationic amphiphilic drugs (CADs) that interfere with lysosomal function^39,40^. To determine the mechanism by which NOR exerts its inhibitory effect in PB, we first determined whether it acts as serotonin-norepinephrine reuptake inhibitor (SNRI) or as CAD. To this end, we analyzed NOR side-by-side with venlafaxine, an antidepressant drug that acts as SNRI but does not have CAD properties, and with astemizole, an anti-histamine drug that has CAD structure but no SNRI activity. Like NOR, astemizole (CAD) effectively suppressed mouse PB cell growth whereas venlafaxine (SNRI) did not (Fig. 5a), suggesting that NOR exerts its effect through its cationic amphiphilic activity.

**Fig. 5:**
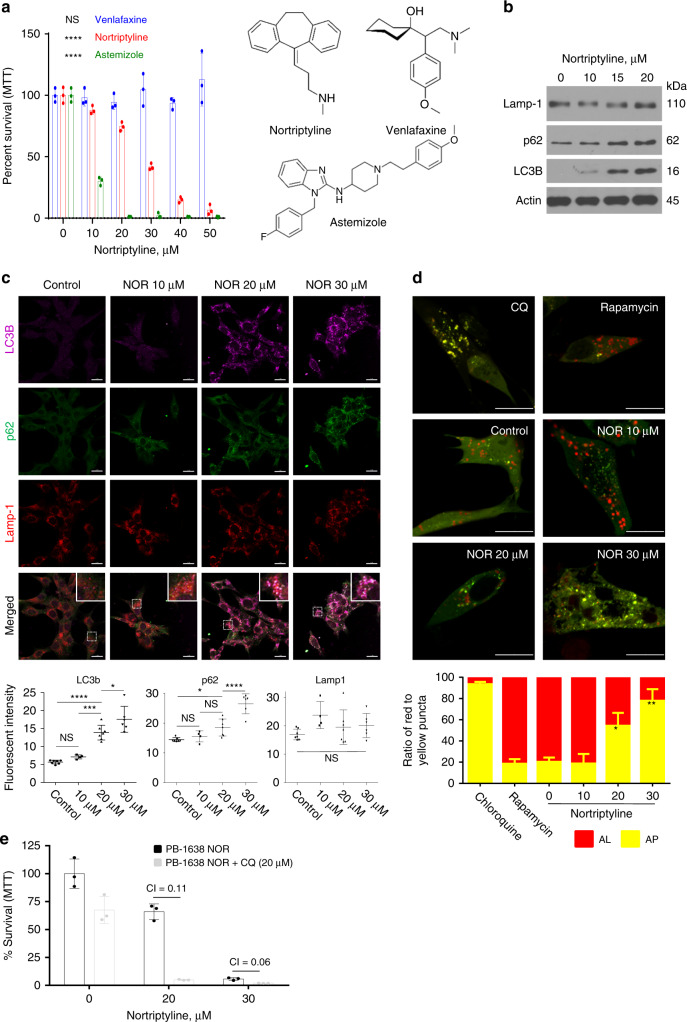
Nortriptyline impairs autophagy in pineoblastoma cells. **a** MTT assays of mouse Rb/p53 deficient PB cells treated for 24 h with vehicle control or increasing concentrations of venlafaxine, nortriptyline (NOR) or astemizole (chemical structures on the right). *n* = 3 for each group. One-way ANOVA, ****P < 0.0001, n.s. = not significant. **b** Immunoblots of mouse PB cells treated with vehicle control or increasing concentrations of NOR for 24 h, showing elevated p62 and LC3B but not Lamp-1 expression. **c** Top, mouse PB cells treated with vehicle control or increasing concentrations of NOR for 2 h and then immunostained for LC3B (purple), p62 (green), and Lamp-1 (red). Bottom, fluorescent intensity quantified using ImageJ. Scale bar, 20 µm. One-way ANOVA, *P < 0.05, ***P < 0.001, ****P < 0.0001, n.s. = not significant. **d** Top, assessment of autophagosome (AP, yellow) and autolysosome (AL, red) puncta using mRFP-GFP-LC3 reporter plasmid transfected into mouse PB cells, followed by treatment with chloroquine (CQ, 20 µM), rapamycin (500 nM), vehicle control or increasing concentrations of NOR for 2 h. Bottom, intensities of yellow and red puncta measured using ImageJ with JACoP plug-in. Scale bar, 20 µm. Two-tailed student’s *t*-test, *P < 0.05, **P < 0.01. Additional cell lines and duration of treatments are shown in supplementary Fig. S7. **e** MTT assays of mouse PB cells treated with vehicle control (*n* = 3), chloroquine (*n* = 3; 20 µM), increasing concentrations of NOR alone (*n* = 3), or together with chloroquine (*n* = 3; 20 µM). Synergism was calculated using CompuSyn (CI < 0.85 denotes synergy). Results are presented as mean ± SD in (**a**), (**c**), (**d**), and (**e**). See Source Data files for raw data.

We next sought to determine whether NOR promoted autophagy as was previously suggested for the effect of imipramine on gliomas^38^. Imipramine, which ranked at the top 100–300 of 1288 drugs, depending on the parameters in our connectivity map analysis, suppressed growth of primary PB cells, albeit much less effectively than NOR (Supplementary Fig. 6a). As markers for autophagy, we used two factors that execute autophagy and are themselves degraded by this process: the ubiquitin-binding protein p62-sequestosome 1/SQSTM1, which targets proteins for selective autophagy; and microtubule-associated proteins 1 A/1B light chain 3B/LC3B, involved in autophagosome biogenesis^41^. Western blot analysis revealed accumulation of both proteins following 24-h NOR treatment (Fig. 5b; Supplementary Fig. 6b). p62 level remained high 48-h post-treatment (Supplementary Fig. 6b), suggesting autophagy blockade. Immunofluorescent staining demonstrated strong and sustained induction and colocalization of p62 with LC3B (Fig. 5c; Supplementary Fig. 6c). Lamp-1 (lysosome-associated membrane protein 1), a lysosome membrane specific marker, did not show robust induction following NOR treatment but was colocalized with LC3b and p62 (Fig. 5c), suggesting increased level of autolysosome formation.

To further investigate the effect of NOR on autophagic flux, we used the tandem fluorescent-tagged LC3 reporter construct, mRFP-GFP-LC3, and the differential stability of GFP and mRFP fluorescent proteins at different pH^42^. During autophagy, autophagosomes with their engulfed cargo fuse to lysosomes to form autolysosomes where their cargo is degraded^43,44^. The lysosomes and autolysosomes are highly acidic providing optimal conditions for lysosomal hydrolases such as cathepsin proteases. Whereas mRFP-LC3 is stable both in autophagosomes and autolysosomes, GFP-LC3 is inactive under acidic conditions and thus fluoresces only in autophagosomes. Thus, in cells expressing mRFP-GFP-LC3, autophagosomes are labeled yellow (both GFP and mRFP), whereas autolysosomes are red (mRFP). Primary Rb/p53-deleted PB cells were transfected with mRFP-GFP-LC3 and treated with the autophagy inhibitor chloroquine (CQ), autophagy inducer rapamycin (RAP), vehicle control or NOR for 2 or 6 h. We observed increased percentage of yellow puncta in NOR treated cells for both time points (Fig. 5d; Supplementary Fig. 7), indicating blockade of autophagic flux at the autophagosome stage or, as shown below, at the autolysosome stage due to reduced acidity and impaired function.

CQ inhibits autophagy by deacidifying the lysosomes and inhibiting its fusion to autophagosomes^45^. To determine whether NOR can synergize with CQ, Rb/p53-deleted PB cells were treated with vehicle alone, low CQ concentration (20 µM), or increasing doses of NOR either alone or together with CQ for 24 h followed by MTT assays to quantify cell viability. Synergy was calculated using CompuSyn analysis [http://www.combosyn.com]^46^, with combination index (CI) of <0.85 denoting synergy, CI = 0.9–1.0 additive, and CI > 1.1 antagonistic effects. Within the linear range of inhibition by NOR alone, NOR plus CQ showed strong synergy in suppressing growth of Rb/p53-deleted PB cells, suggesting that these drugs suppress autophagy and/or cell survival by different, yet complementary mechanisms (Fig. 5e; Supplementary Fig. 6d).

### NOR disrupts the lysosome, impeding autolysosome function

The aforementioned results suggested that rather than inducing autophagy, NOR suppresses this process by acting as a CAD. CADs were previously shown to increase lysosomal membrane permeability (LMP)^47^, and could thereby, like CQ, inhibit the autophagic flux by disrupting the lysosome. To test for such an effect in PB, we monitored the rate of lysosomal release of acridine orange in response to NOR. Exogenously added acridine orange enters lysosomes where it gets protonated, leading to a shift in its emission spectrum from green to red; it further sensitizes lysosomal membrane to photo-oxidation by blue light^39^. When LMP is induced by photo-oxidation, acridine orange leaks into the cytosol, causing loss of punctate red signal and increase in diffused cytoplasmic green signal. To determine whether NOR increases LMP, Rb/p53-deleted PB cells were treated with NOR or vehicle control for 2 h, acridine orange dye was added and the cells were subjected to photo-oxidation. Time-lapse microscopy revealed a significant increase in the rate of green fluorescent intensity, i.e., acridine orange release from lysosomes, in NOR treated cells compared to control (Fig. 6a), indicating LMP induction by NOR.

**Fig. 6:**
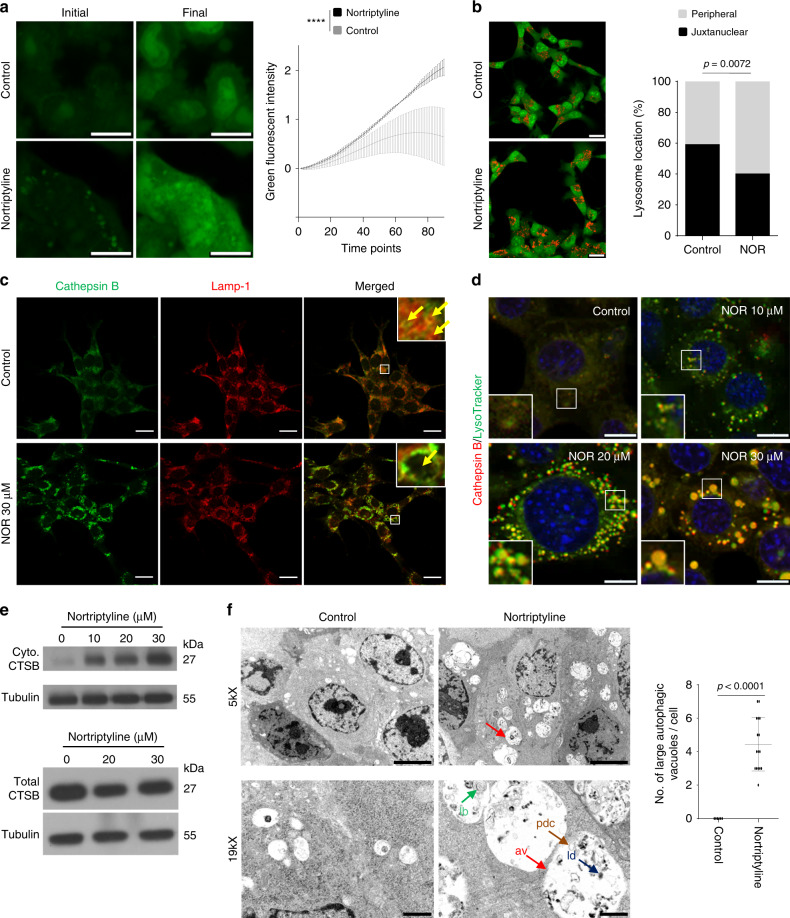
Nortriptyline disrupts the lysosome in pineoblastoma cells. **a** Acridine orange release assay in mouse PB cells treated with vehicle control (*n* = 3) or 30 µM NOR for 2 h. Changes in green fluorescent intensity at different time points measured using ZEISS LSM 700 confocal microscope. Scale bar, 10 µm. Two-tailed paired student’s *t*-test, ****P < 0.0001. **b** Lysosome localization assay. Mouse PB cells were treated with vehicle control or NOR (12.5 µM for 2 h). Acridine orange was added and location of lysosomes relative to nuclei determined. Scale bar, 20 µm. Chi-Square test, *P* = 0.0072. **c** Representative IF analysis for lysosomal membrane permeability using cathepsin B (green) and Lamp-1 (red) antibodies in PB cells treated with vehicle control or 30 µM NOR. Inlets, normal (top) vs enlarged (bottom) images of lysosomes (yellow arrows). Scale bar, 20 µm. **d** Lysosome integrity and cathepsin B activity assays. PB cells treated with vehicle control or increasing concentrations of NOR for 2 h were analyzed by LysoTracker and Cathepsin B Magic Red Kit under ZEISS LSM700 confocal microscope. Scale bar, 10 µm. **e** Top, Western blot analysis of cathepsin B expression in cytoplasmic fractions (Cyto.) in PB 2804 cells treated with increasing concentration of NOR for 2 h. Bottom, total cathepsin B levels in whole cell lysates remained relatively unchanged. **f** Representative TEM images of PB cells treated with vehicle control (*n* = 6) or 30 µM NOR (*n* = 16) for 2 h showing increased number of autophagic vacuoles compared to control cells (top left and top right). Autophagic vacuoles (red arrow) are filled with lipid droplets (blue arrow), partially degraded contents (brown arrow) and lamellar bodies (green arrow; bottom right). Scale bars, 5 µm (top panel) and 1 µm (bottom panel). Bar graph comparing the number of large autophagic vacuoles per cell by TEM, using 6 control and 16 NOR treated cells. Two-tailed *t*-test, *P* < 0.0001. Results are presented as mean ± SD in (**a**) and (**f**). See Source Data files for raw data.

Lysosomal pH dictates the position of lysosomes within the cell; peripheral lysosomes are less acidic than juxtanuclear lysosomes^48^. LMP reduces acidity of lysosomes and shifts them to the periphery. To determine the effect of NOR on lysosome localization, Rb/p53-deleted PB cells were treated with NOR for 2 h, acridine orange was added and the cellular localization of lysosomes was examined under confocal microscopy. NOR treatment significantly increased the fraction of peripheral lysosomes from 41 to 60% (Fig. 6b). LMP also affects lysosomal volume and vice versa^49^. To determined whether NOR affects lysosomal size, PB cells were treated with increasing concentrations of NOR for 2 h and localization of cathepsin B and Lamp-1 was assessed by immunofluorescent (IF) staining. Lysosomal volume increased dramatically in proportion to NOR concentration (Fig. 6c). To track lysosomes and cathepsin B activity in live cells, we employed LysoTracker Green (LTG) and Magic Red Cathepsin B, respectively. Increased NOR concentration diminished the punctate green signal intensity of lysosomes, and increased cathepsin B activity in the cytosol, which stained yellow, indicating overlap of the two fluorescent dyes (Fig. 6d). In addition, cell fractionation analysis demonstrated NOR treatment increased levels of cathepsin B in the cytosol, while total cellular level of this protease remained unchanged (Fig. 6e; Supplementary Fig. 8a).

Finally, TEM revealed NOR induced accumulation of large autophagic vacuoles containing partially degraded contents, lipid droplets and laminar bodies, indicative of defective autolysosomes (Fig. 6f; Supplementary Fig. 8b). Taken together, these results suggest that NOR induces LMP, leading to proton and cathepsin B release, and accumulation of enlarged, non-functional autolysosomes, leading primarily to non-apoptotic cell death.

### NOR synergizes with gemcitabine to suppress PB

Given the similarity between PB and group 3 MB, and the sensitivity of the latter to pemetrexed and gemcitabine (GEM)^50^, we analyzed the effects of these antineoplastic drugs on Rb/p53-deficient PBs. We also analyzed inhibitors of Skp2 (SMIP004 and Skp2 III), which effectively prevents spontaneous tumorigenesis in Rb^+/−^ mice^51^; cisplatin, currently used to treat PB, GBM, PNETs and ependymomas; doxorubicin; and the PI3K/mTOR inhibitor BEZ235. Gemcitabine had the lowest IC_50_ value (31.3 nM; Fig. 7a), and was equally effective against Rb/p53-deleted and Rb/p53-mutated PBs in vitro (Supplementary Fig. 9a). To determine whether gemcitabine is effective against PB in vivo, 70–80-day-old WAP-Cre:Rb^flox/flox^:p53^flox/flox^ mice were treated with 60 mg/kg GEM (i.v. injection, once a week for 5 weeks) and MRI was performed on all mice at starting and end points. GEM significantly suppressed PB growth 5.18-folds over this period (Fig. 7b).

**Fig. 7:**
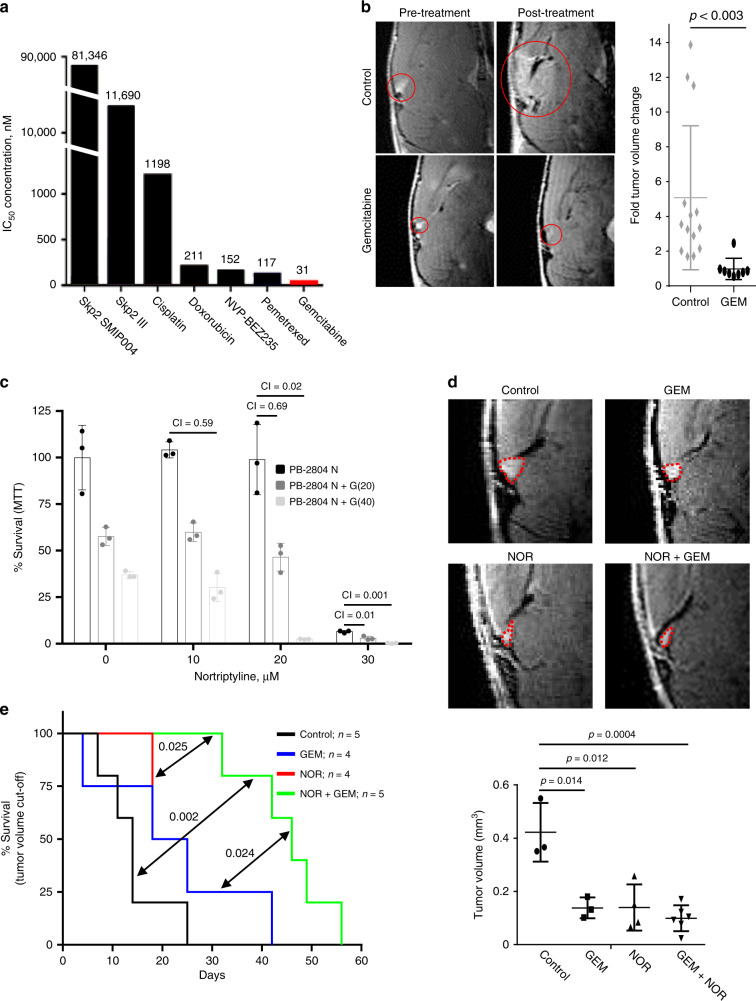
Nortriptyline synergises with gemcitabine to suppress pineoblastoma. **a** IC_50_ values (in nM) following MTT assays of mouse Rb/p53 PB cells treated with indicated drugs. Gemcitabine was most potent (IC_50_ = 31 nM). **b** Left, representative MRIs of WAP-Cre:Rb^flox/flox^:p53^flox/flox^ mice treated with vehicle control (*n* = 14) or gemcitabine (*n* = 8; 60 mg/kg/week, i.v.) for 5 weeks. Right, fold tumor volume change compared to initial tumor volume. These experiments were performed side-by side with those described in Fig. 4e, and the control arm is the same. Two-tailed unpaired Student’s *t*-test, *P* < 0.003. PBs are indicated by red circles. **c** MTT assays of mouse PB cells treated with vehicle control (*n* = 3), gemcitabine alone (*n* = 3), increasing concentrations of NOR alone (*n* = 3) or co-treatment with gemcitabine (*n* = 3; 20 nM or 40 nM). Cooperation Index was calculated using CompuSyn (CI < 0.85 indicates synergy). **d** Representative MRIs of WAP-Cre:Rb^flox/flox^:p53^flox/flox^ mice treated with vehicle control (*n* = 3), gemcitabine (*n* = 3; 60 mg/kg/week, i.v.), NOR (*n* = 4; 20 mg/kg/day, i.p.), or both drugs (*n* = 6). Treatments commenced at 30 days of age and MRIs were taken 40 days later. Statistical analysis by two-tailed unpaired student’s *t*-test. PBs are indicated by red dashed circles. **e** Kaplan–Meier survival curve of NOD/SCID mice following sub. cu. injections of primary PB cells, treated with control, gemcitabine (60 mg/kg/week, i.v.), NOR (10 mg/kg/d, i.p.) or both drugs. Endpoint was set as tumor volume > 550 mm^3^. Statistical analysis by Mantel-Cox test. Results in (**c**) are representative of three independent experiments. Results are presented as mean ± SD in (**b**), (**c**), and (**d**). See Source Data files for raw data.

Inhibition of autophagy potentiates the effect of anti-neoplastic cytotoxic drugs^52,53^. Indeed, NOR strongly synergized with GEM in eliminating Rb/p53-deleted PB cells as well as human group 3 MB cells in vitro (Fig. 7c; Supplementary Fig. 9b). Annexin V/PI flow cytometric analysis revealed that NOR plus GEM cooperated to induce necrotic or late apoptotic, Annexin V^+^/PI^+^, cell death after 24 h of treatment (Supplementary Fig. 9c). To investigate the effect of NOR plus GEM combination therapy on PB in vivo, weaned, 30 day old WAP-Cre:Rb^flox/flox^:p53^flox/flox^ mice were injected with vehicle alone, NOR (20 mg/kg/d, i.p.), GEM (60 mg/kg/week, i.v.) or both drugs for 40 days. MRI analysis revealed a significant inhibition in all treatment arms compared with sham control (Fig. 7d). NOR plus GEM treatments had the most significant effect, reducing tumor volume 4.26-fold compared to control (*P* = 0.0004).

To corroborate these results with longer and continuous follow-up, primary Rb/p53-deleted PB cells were subcutaneously injected into NOD/SCID mice and, when tumor became palpable, mice were treated with vehicle, NOR (10 mg/kg/d, i.p.), GEM (60 mg/kg/week, i.v.) or NOR plus GEM. To assess for toxicity, mouse weight was monitored throughout the course of treatment. Although there was a trend toward reduced body weight, none of these treatments had deleterious side effects (Supplementary Fig. 9d). NOR plus GEM treatment significantly reduced tumor growth (Supplementary Fig. 9d), and extended median survival 3.29-fold relative to control, 2.14-fold relative to GEM, and 2.14-fold relative to NOR (Fig. 7e). Thus, NOR and GEM effectively cooperate to suppress PB growth in preclinical models.

### Modeling *DICER1*-deficient PB

In addition to *RB1* loss, germline mutation in *DICER1*, a ribonuclease involved in microRNA processing and DNA repair, also predisposes children to PB^6–8^. Using WAP-Cre, we deleted a floxed allele of Dicer1, flanking the second RNasIII domain^54^, either alone or together with p53. Six of nineteen WAP-Cre:Dicer1^flox/flox^:p53^flox/flox^ mice (31.6%) developed PB with incomplete penetrance by 270 days of age as endpoint (Fig. 8a). For those mice that developed PB, the median latency was 151.5 days. WAP-Cre:Dicer1^flox/+^:p53^flox/flox^ mice (*n* = 16) did not develop such lesions, indicating that both alleles of Dicer1 must be disrupted to promote PB. WAP-Cre:Dicer1^flox/flox^ and WAP-Cre:Dicer1^flox/+^ mice with wildtye p53 also did not develop PB.

**Fig. 8:**
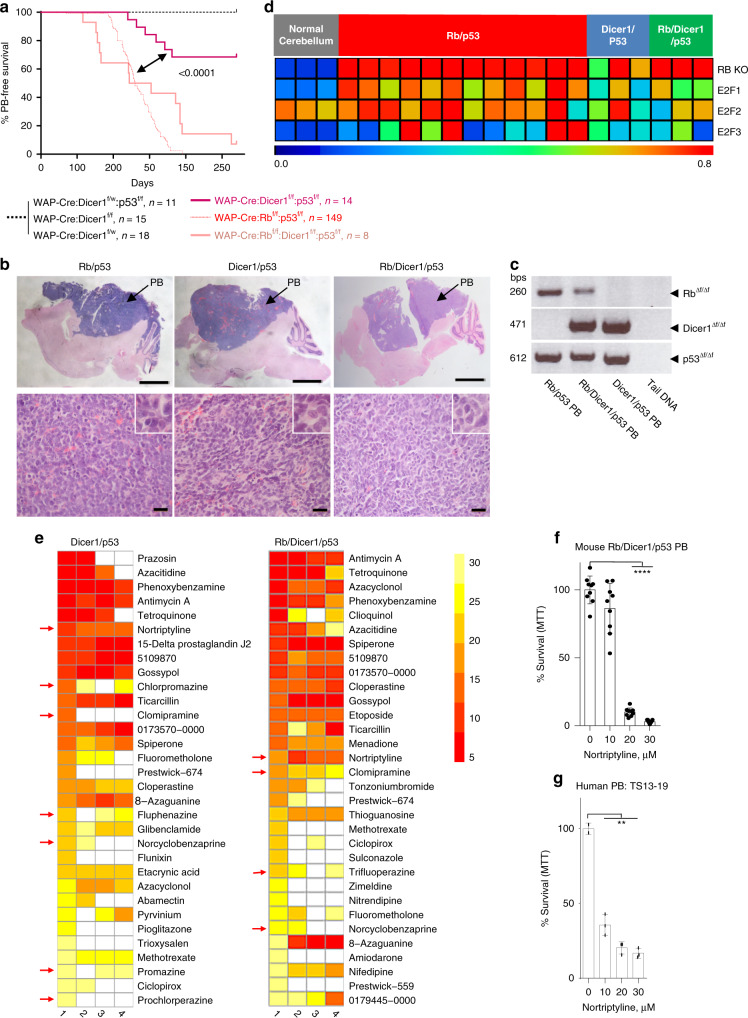
Dicer1 plus p53 deletion via WAP-Cre induces low-penetrant pineoblastoma. **a** Kaplan–Meier PB-free survival curves showing that WAP-Cre:Dicer1^flox/flox^:p53^flox/flox^ mice (*n* = 19, magenta) developed PB with 31.6% penetrance. Mantel-Cox test, *p* < 0.0001 vs Rb/p53-deficient PBs. WAP-Cre:Dicer1^flox/flox^:Rb^flox/flox^:p53^flox/flox^ triple mutant mice (*n* = 14) developed pineoblastoma with reduced latency of 138 days and 92.9% penetrance. *P* = 0.0003 vs Dicer1/p53 and *P* = 0.017 vs Rb/p53-deficient PBs.  **b** Representative H&E images of whole brain and histology of PBs from indicated genotypes. Inlets, high power magnification (×100) showing similar pleomorphic PBs. Scale bars, 200 µm (top), 2 µm (bottom). **c** PCR analysis confirming deletion of Rb, Dicer1 or p53 alleles in indicated PBs. **d** RB KO signature and E2F1-3 pathway activity in Rb/p53, Dicer1/p53 and Rb/Dicer1/p53 PBs relative to normal control brain. Scale bar represents pathway activity probability. For GSEA-PCA-based clustering of these lesions with human brain tumors, see Fig. 2a. **e** Connectivity mapping by GWC of mouse Dicer1/p53-deficient (left) and Rb/Dicer1/p53-deficient (right) pineoblastomas identifies multiple tricyclic drugs including NOR (red arrows). 1–4 refers to 100, 200, 300, and 500 genes per signature used for each analysis. Color scale bar represents top 30 drugs when analyzing 100 genes per signature. **f** Response of mouse Rb/Dicer1/p53-deficient pineoblastoma cells to increasing concentrations of NOR for 24 h using MTT assays. Results show values from three independent experiments each performed in triplicates. **** *P* < 0.0001. Statistical analysis by two-tailed student’s *t*-test. **g** Response of human TS13-19 PB cells to increasing concentrations of NOR for 24 h by MTT assays, performed in triplicates; **P < 0.002. Results are represented as mean ± SD in (**f**) and (**g**). See Source Data files for raw data.

Although the latency of WAP-Cre:Dicer1^flox/flox^:p53^flox/flox^ mice was significantly longer than that of WAP-Cre:Rb^flox/flox^:p53^flox/flox^ mice (*P* < 0.0001), they developed full blown PB with characteristic pleomorphic nuclei, scarce cytoplasm and rosette structures (Fig. 8b). Despite their substantial size, most Dicer1/p53-deficient PBs did not protrude the brain as did Rb/p53-deleted lesions.

We also generated WAP-Cre:Dicer1^flox/flox^:Rb^flox/flox^:p53^flox/flox^ mutant mice with deletion of all three tumor suppressors. These mice developed bulging PB that initiated earlier than Rb/p53-deficient tumors but showed reduced penetrance (13 of 14 mice; 92.9%) by 270 days of age, and wider latency (median latency 138 days), yet with similar histology as Rb/p53 and Dicer1/p53 lesions (Fig. 8a–b). Deletion of Dicer1 and p53 but not Rb in WAP-Cre:Dicer1^flox/flox^:p53^flox/flox^ mice, and deletion of all three genes in WAP-Cre:Dicer1^flox/flox^:Rb^flox/flox^:p53^flox/flox^ mice were confirmed by PCR (Fig. 8c).

To molecularly assess Rb pathway loss in these PBs, we performed pathway activity analysis using an RB knockout signature^55^. 

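Every Rb/Dicer1/p53-deleted PB had a lower Rb1 value than every Dicer1/p53-deleted PB, although the difference did not pass the test. Rb1 (transcript cluster 17308570) was 9.52, 9.97 and 9.61 in the 3 Dicer1/p53-deleted PBs and 8.79, 8.54 and 8.30 in the 3 Rb/Dicer1/p53-deleted PBs, a log2 difference of -1.16 (SE 0.20, adjusted p = 0.371 from limma over 22180 genes). It was 9.07 in Rb/p53-deleted PB12. Dicer1 was 7.75, 8.03 and 7.95 in Dicer1/p53-deleted PBs, 8.28, 7.88 and 7.81 in Rb/Dicer1/p53-deleted PBs and 8.27 in PB12. These 7 tumors were on version 2.0 arrays, with log2 RMA values made by the authors as for the other array version. Probes of a cluster that lie outside the deleted exons still read the remaining transcript, so such a level does not measure the deletion. No gene differed between the 2 groups at an FDR of 0.05 from limma. Of the 22180 genes, 1941 had an unadjusted p under 0.05, where chance alone gives a share of about 0.05. With 3 tumors per group the precision is limited. The binary regression and its training data were not analysed here. In place of them, each array was scored by the mean percentile rank of its RB/E2F target genes among the 18962 genes named in both tables. The list also holds DNA replication genes, so its score does not separate RB loss from proliferation. The paper uses the RB knockout signature as its measure of RB pathway loss in each tumor.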

As expected, Rb/p53- and Rb/Dicer1/p53-deletion PBs exhibited high RB pathway loss compared to control brain tissue (Fig. 8d). In contrast, only one Dicer1/p53 PB exhibited similar increase in RB loss signaling, whereas the other two tumors showed elevated but not robust RB loss activity. 

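E2F target genes ranked higher in every Rb/p53-deleted and Rb/p53-mutated PB than in normal cerebellum. Their score was 88.55 ± 0.610 (SD, n = 11) in Rb/p53-deleted PBs and 47.39 ± 0.337 (SD, n = 3) in cerebellum (exact permutation test, p = 0.00275, the smallest p that these groups allow). Rb/p53-mutated PBs scored 86.18 ± 1.30 (SD, n = 5; exact permutation p = 0.0179 against cerebellum). Rb/p53-mutated PBs stood below Rb/p53-deleted PBs by 2.37 (exact permutation p = 0.000687), while the mean log2 value minus the array's median differed by -0.11 (exact permutation p = 0.133). These 2 groups differ in array set as well as in genotype, which the permutation cannot separate. On version 2.0 arrays, Rb/Dicer1/p53-deleted PBs scored 83.08, 83.58 and 84.20, and Rb/p53-deleted PB12 scored 87.81. Mitotic genes scored 89.15 ± 1.46 (SD, n = 11) in Rb/p53-deleted PBs, 27.92 ± 2.74 (SD, n = 3) in cerebellum and 90.18, 92.14 and 92.83 in Rb/Dicer1/p53-deleted PBs. Cerebellum was measured on version 1.0 arrays alone, so no test was made across array versions.

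**Figure D6:**
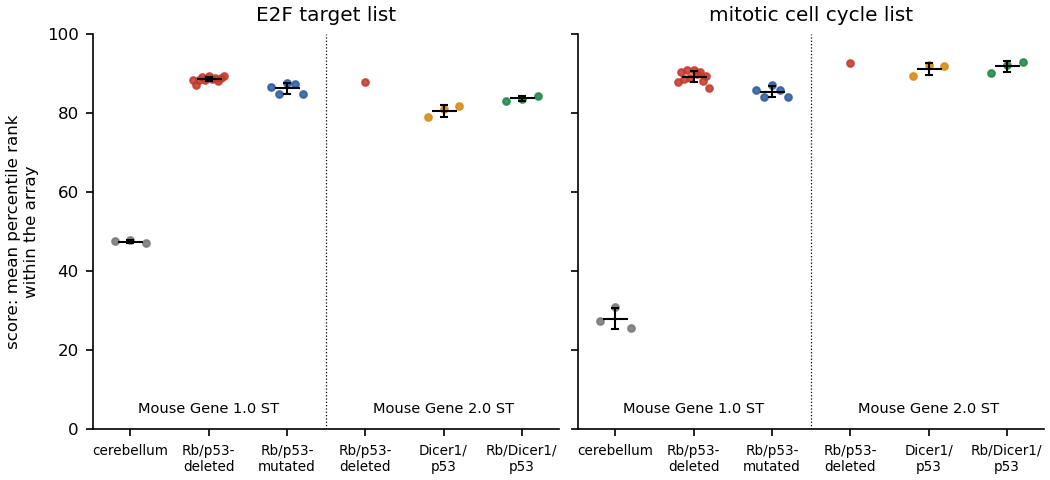
Score of the E2F target list and of the mitotic cell cycle list in each array. E2F targets averaged 88.55 in Rb/p53-deleted PBs, 47.39 in cerebellum, 80.51 in Dicer1/p53-deleted PBs and 83.62 in Rb/Dicer1/p53-deleted PBs.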

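The E2F target scores of the 3 Dicer1/p53-deleted PBs were 78.88, 80.93 and 81.73, each below every Rb/Dicer1/p53-deleted PB. The groups differed by 3.11, at an exact permutation p = 0.1, the smallest p that 3 tumors against 3 allow. Of 39 E2F targets none passed the test over all genes, and 8 were higher in Rb/Dicer1/p53-deleted PBs when adjusted over the list alone. The replicative helicase subunit Mcm4 was 9.54 ± 0.181 (SD, n = 3) there and 8.69 ± 0.108 (SD, n = 3) in Dicer1/p53-deleted PBs (log2 difference 0.85, adjusted p = 0.439). The maintenance methyltransferase Dnmt1 differed by 0.68 and cyclin E1, Ccne1, by 0.99. As a set the E2F targets were higher with Rb deleted as well (camera, adjusted p = 2.5e-11, but adjusted p = 0.375 with an estimated correlation). Mitotic gene scores of Dicer1/p53-deleted PBs were 89.38, 92.05 and 91.95, against which Rb/Dicer1/p53-deleted PBs differed by 0.589 (exact permutation p = 0.5). Photoreceptor genes were lower as a set in Rb/Dicer1/p53-deleted PBs (adjusted p = 0.000485, but adjusted p = 0.793 with an estimated correlation), with the rod arrestin Sag at 5.99 ± 1.17 (SD, n = 3) and 8.62 ± 0.623 (SD, n = 3). Without 1 of the Rb/Dicer1/p53-deleted PBs the list had adjusted p = 0.097. Beside these lists, the score of vascular markers was 59.13 ± 7.21 (SD, n = 3) in Dicer1/p53-deleted and 48.69 ± 2.15 (SD, n = 3) in Rb/Dicer1/p53-deleted PBs.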

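E2f1, an activating E2F transcription factor, was 7.79, 7.74 and 8.20 in Dicer1/p53-deleted PB1, PB2 and PB3 and 7.95, 8.43 and 8.16 with Rb deleted as well (log2 difference 0.27, SE 0.20, adjusted p = 0.721). E2f3 was 7.01, 6.79 and 6.75 against 6.51, 6.74 and 6.59 (-0.24, SE 0.16, adjusted p = 0.687, limma). In Rb/p53-deleted PB12, E2f1 was 8.21 and E2f3 6.76. These are levels of the E2F transcripts themselves, while the pathway scores of the paper rest on target genes from a training set not analysed here.

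**Figure D7:**
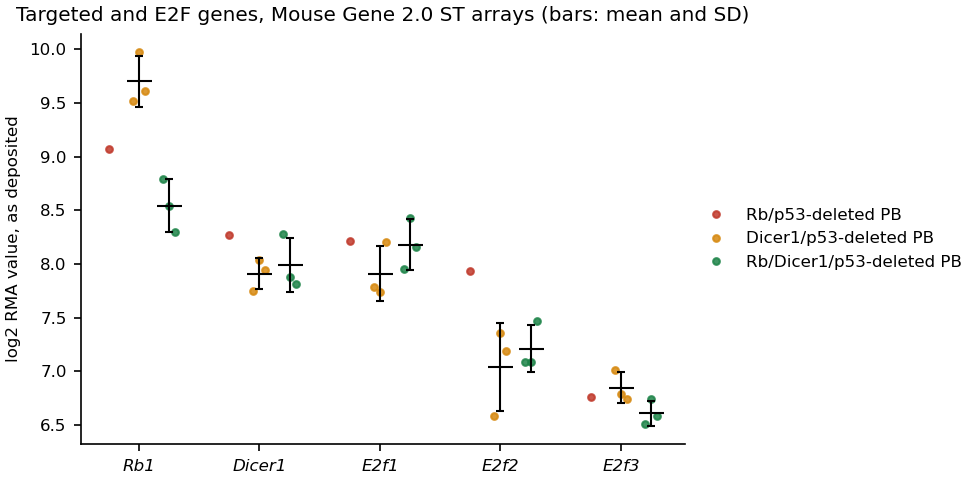
Log2 values of Rb1, Dicer1 and E2f1 to E2f3 in each version 2.0 array. Rb1 averaged 9.70 in Dicer1/p53-deleted PBs and 8.54 in Rb/Dicer1/p53-deleted PBs.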

E2F1-3 pathway activation analysis^55^ revealed elevated signaling in one or more of these transcription factors downstream of RB-loss in each Dicer1/p53 lesion. 

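E2f2 was 6.58, 7.36 and 7.19 in Dicer1/p53-deleted PB1, PB2 and PB3, 7.08, 7.09 and 7.47 in the 3 Rb/Dicer1/p53-deleted PBs and 7.94 in Rb/p53-deleted PB12. The log2 difference between the Dicer1 groups was 0.17 (SE 0.24, adjusted p = 0.857).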

There was very high activity of E2F2 in the single PB with robust RB loss signaling, which may reflect an oncogenic induction in this particular tumor.

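On version 2.0 arrays, Dicer1/p53-deleted PB1, PB2 and PB3 correlated with the Rb/Dicer1/p53-deleted PBs at 0.911, 0.884 and 0.888 on average, across the 5000 genes of largest variance, and with each other at 0.903. Rb/Dicer1/p53-deleted PBs correlated with each other at 0.915. Rb/p53-deleted PB12 correlated at 0.822, 0.835 and 0.822 with the Dicer1/p53-deleted PBs and at 0.843, 0.863 and 0.823 with the Rb/Dicer1/p53-deleted PBs. Crx, the photoreceptor and pineal transcription factor, was at 9.79 in PB12, 10.30 ± 0.241 (SD, n = 3) in Dicer1/p53-deleted and 10.46 ± 0.313 (SD, n = 3) in Rb/Dicer1/p53-deleted PBs. A single Rb/p53-deleted PB on this array version gives no spread for its group.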

GSEA-PC analysis revealed that Dicer1/p53 and Rb/Dicer1/p53 PBs clustered closely with Rb/p53-deficient PBs and mouse RB as well as with human PB, but away from GMB (Fig. 2a, Supplementary Fig. 3). Thus, the WAP-Cre transgene can be used to model germline mutations in PB, and combined deletion of Rb-p53 o rDicer1-p53 via this deleter line induces histologically similar PBs with distinct kinetics as observed in children^10^.

### General sensitivity of PB to NOR

To identify potential therapeutic targets for Dicer1-defcient PB, we performed CMAP analysis on the Dicer1-mutant PBs as described in Fig. 4a for Rb/p53-deficient lesions. NOR and other tricyclic/anti-psychotic medicine (chlorpromazine, clomipramine, fluphenazine and norcyclobenzaprine) appeared again among the top predicted drugs for both Dicer1/p53 and, to a lesser extent, Rb/Dicer1/p53 PBs (Fig. 8e; Supplementary Tables 4 and 5). The Oxidative Phosphorylation (OXPHOS) inhibitor, antimycin A, was also predicted to suppress PBs from all three models. Rb/Dicer1/p53-deficient, but not Dicer1/p53-deficient, primary PB cells could readily be cultured in vitro and they exhibited high sensitive to NOR (Fig. 8f).

Finally, very few human PB cell lines have been successfully established in culture. One line, TS13-19, isolated from sporadic PB and propagated as non-adherent tumorspheres in serum-free media^56^, was also highly sensitive to NOR (Fig. 8g). Together, these results demonstrate that mouse and human PBs with different oncogenic drivers exhibit elevated sensitivity to NOR/lysosome disruption, indicating the potential benefit of this drug for diverse types of PB.

## Discussion

We report the development of tractable immune-competent mouse models for the two major germline mutations that drive PB in children, *RB1* and *DICER1*. We employed a WAP-Cre deleter line, commonly used to target mammary lobular-alveola during estrous cycle and pregnancy^13^. The initial publication on this transgene demonstrated low expression in whole brain tissue. Our results now demonstrate that this transgene is expressed in the developing pineal gland and, to a lesser extent, in the pituitary gland. This is likely due to erroneous expression of this transgene at the specific integration site in this line as we observed only marginal expression of endogenous WAP gene in the pineal gland. PBs were observed following WAP-Cre-mediated deletion of Rb plus p53 or Dicer1 plus p53, but not after deletion of any of these genes alone or following combined disruption of Pten plus p53, indicating a unique sensitivity of pineal gland cells to combined disruption of Rb or Dicer1 plus p53.

Nonetheless, various WAP-Cre-based transgenic mice may only induce benign lesions or have subtle effects on the pineal gland. This gland plays a central role in coordinating circadian rhythms by releasing melatonin. In turn, melatonin modulates renewal of hematopoietic stem and progenitor cells^57^, controls the circadian clock, and its perturbation has been implicated in different types of cancer, including those of the breast^58^. These considerations should be taken into account when using WAP-Cre to study tumorigenesis of the mammary epithelium.

Consistent with the short median latency of RB1 versus *DICER1* PB subtypes in children^10^, WAP-Cre-mediated deletion of Rb plus p53 had a shorter latency and 100% penetrance compared with longer latency and incomplete penetrance of the Dicer1/p53 model. The Dicer1 mouse used here deletes most of the second RNasIII domain upon Cre-mediated deletion, yet the deletion is in-frame, yielding a defective but stable protein^54^. miRNA-independent roles of Dicer1 have been demonstrated suggesting the truncated, RNasIII deleted, Dicer1 protein may still be functional in microRNA-independent contexts that may impact tumorigenesis^59^. It would therefore be important to determine whether complete homozygous deletion of Dicer1 would increase the penetrance of PB.

To identify the cell of origin of these PBs, we have performed lineage-specific marker analysis. In preliminary results, micro-tumors from 30 day old Rb/p53-deleted mice as well as full-blown tumors stained positive for 5-hydroxytryptamine receptor (5-HT, serotonin receptor), which marks matured pinealocytes^60^, but were completely negative for pax6 (pinealocyte precursor cells), nestin (neuronal stem cells) and the microglia marker ox42. Thus, combined deletion of Rb/p53 or Dicer1/p53 in pinealocytes may induce partial dedifferentiation leading to reduced expression of 5-HT. Assignment of pinealocytes as the cells of origin is also consistent with the ability of IRBP transgenic mice to induce PB, albeit at low frequency, following Rb deletion or following over-expression of cyclin D1, the latter of which induces pRb phosphorylation and inactivation, on p53 null background^12,29^. Notably however, Cyclin D1 has other targets in addition to cell cycle control^61^, and there is no evidence so far that this cyclin or other D type cyclins are amplified in PB. It is also possible that combined loss of Rb and p53 induces partial trans-differentiation of another lineage into weakly 5-HT-expressing cells. Similar considerations were made during the search for a cell of origin for RB. Definite assignment involved systemic functional analysis of various retinal precursors, showing that *RB1* knockdown in post-mitotic human cone precursors but not other progenitors induced cell proliferation, leading to tumors with features of RB following orthotopic transplantation^62^.

Our in silico drug prediction analysis identified multiple tricyclic, antidepressant drugs such as NOR, which ranked at the top, as potential therapeutics for Rb/p53-deleted and Rb/p53-mutated PBs as well as for Dicer/p53- and Rb/Dicer1/p53-deficient lesions. NOR inhibited growth of primary Rb/p53- and Rb/Dicer1/p53-deficient PB cells as well as a human PB cell line^56^. NOR suppressed autophagy flux not by blocking assembly of the autolysosome but by disrupting the lysosome. Lysosome disruption caused cathepsin release and reduced acidity, leading to accumulation of large, non-functional autolysosomes and largely non-apoptotic cell death. NOR induced accumulation of lysosomes, cathepsin B activity and expression of the pro-autophagy factors LC3B and p62, likely as a result of an auto-regulatory feedback response to defective lysosomes and reduced autophagic flux (Fig. 9). Lysosome disruption may be superior to autophagy inhibitors as it induces additional lethal effects such as cathepsin-release^63^.

**Fig. 9:**
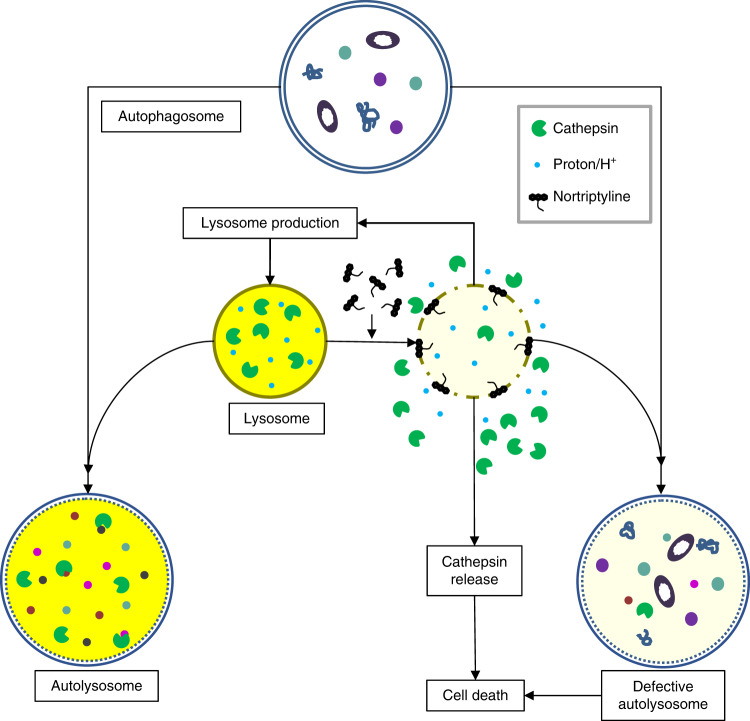
Model for the cytotoxic effect of nortriptyline on pineoblastoma. In untreated cells (left), autophagosomes with their cargo fuse to lysosomes, which provide digestive enzymes such as cathepsins and high acidic environment (yellow) for their enzymatic activity, to form functional autolysosomes where the cargo is degraded. Both mouse and human pineoblastomas are highly sensitive to the cationic amphiphilic (CAD) tricyclic drug nortriptyline, which disrupts the lysosomes leading to release of protons and cathepsins, and to accumulation of non-functional autolysosomes that fail to degrade their payload, ultimately leading to cell demise (right). Tumor cells utilize autophagy as an escape mechanism to evade anti-neoplastic cytotoxic drugs, and, in accordance, nortriptyline effectively cooperates with gemcitabine to suppress pineoblastoma.

NOR is given as anti-depressant at maximal dose of 150 mg/day, which is, for an average 75 kg person = ~2 mg/kg. Small animals metabolize drugs faster than large animals, and mouse doses can be as high as 12.3 times more than humans^64^. This translates into NOR dose of 2 mg/kg × 12.3 = 24.6 mg/kg for mice. For NOR treatment alone, we started with 20 mg/kg and slowly increased the dose to 40 mg/kg, whereas in combination with GEM, we kept the dose at 20 mg/kg (mouse models) or 10 mg/kg (flank assays). Thus, NOR doses used here for mice are directly applicable to humans. Of note, meta-analysis of tricyclic antidepressant users found a significant reduction in incidence of glioma and colorectal cancer^65^. Moreover, for lung cancer, tricyclic antidepressants or antihistamines significantly improved survival^40,66^.

In conclusion, we developed new preclinical models for the most prevalent germline mutations that drive PB; *RB1* and *DICER1*, as well as for combined *RB1* plus *DICER1* loss on p53 null or mutant background. These immune-competent models should be instrumental in evaluating mechanism of dissemination, identifying cell of origin and candidate new therapeutics targeting the immune system and both primary and metastases. We showed that diverse mouse and human PB cells are highly sensitivity to the FDA-approved tricyclic antidepressant NOR, which disrupts the lysosome, leading to inhibition of autolysosome function, cathepsin release, and cell death. Lastly, we demonstrated that NOR synergizes with gemcitabine to effectively suppress PBs in our preclinical model, suggesting a new therapeutic approach for this rare, yet lethal pediatric cancer.

## Methods

### Generation of Rb-deficient and Dicer1-deficient mouse model

All mouse experiments were performed in accordance with the current Canadian Animal Care Council guide for the care and use of laboratory animals and were approved by the Toronto General Research Institute Animal Research Committee, UHN. To generate experimental and control mice, WAP-Cre:Rb^flox/flox^ mice and p53^flox/flox^ or p53^LSLR270H/+^ mice were bred to obtain WAP-Cre:Rb^flox/+^:p53^flox/+^ and WAP-Cre:Rb^flox/+^:p53^LSLR270H/+^ mice, respectively. Subsequently, WAP-Cre:Rb^flox/+^:p53^flox/+^ mice were interbred to generate WAP-Cre:Rb^flox/flox^ mice, WAP-Cre:p53^flox/flox^ mice and WAP-Cre:Rb^flox/flox^:p53^flox/flox^ mice. WAP-Cre:Rb^flox/+^:p53^LSLR270H/+^ mice and WAP-Cre:Rb^flox/+^:p53^flox/+^ mice were bred to generate WAP-Cre:Rb^flox/flox^:p53^LSLR270H/+^ and WAP-Cre:Rb^flox/flox^:p53^LSLR270H/f^ mice. Control and experimental mice were on mixed genetic backgrounds. Mouse genotyping was performed as previously described^14^. The mT/mG, a double fluorescent Cre reporter mouse, generously provided by Dr. Hitoshi Okada, was crossed with WAP-Cre:Rb^flox/flox^:p53^flox/flox^ mice to generate WAP-Cre:Rb^flox/+^:p53^flox/+^:mT/mG mice. Subsequently, WAP-Cre:Rb^flox/+^:p53^flox/+^:mT/mG mice were interbred to generate WAP-Cre: Rb^flox/flox^:p53^flox/flox^:mT/mG mice. Dicer1-floxed mice (#006366) obtained from the Jackson Laboratory were bred to generate WAP-Cre:Dicer1^flox/flox^, WAP-Cre:Dicer1^flox/flox^:p53^flox/flox^, WAP-Cre:Dicer1^flox/flox^:p53^flox/flox^:mT/mG and WAP-Cre:Dicer1^flox/flox^:Rb^flox/flox^:p53^flox/flox^ mice.

### Cell culture and drug treatments

Primary tumor cell lines were established from WAP-Cre:Rb^flox/flox^:p53^flox/flox^, WAP-Cre:Rb^flox/flox^:^p53LSL_R270H/flox^ and WAP-Cre:Dicer1^flox/flox^:Rb^flox/flox^:p53^flox/flox^ mice as described below. PB lesions were surgically removed, dissociated into single cells using accutase (Thermo Fisher Scientific, #A1110501), passed through 40 µm cell strainer (BioShop, #SP104151), and plated on laminin-coated Primaria plate (VWR, #47743-734; Fisher scientific, #08-772-4 G). D425wt is a human Group 3 MB cell line (MDT). TS13-19 is a human PB cell line^56^, All cell lines were cultured in Neurobasal medium (Gibco, #LS21103049) supplemented with 2mM L-Glutamine (Gibco, #25030081), 1X B27 (Gibco, #154044), 10 ng/ml rhEGF (Gibco, #PHG0311L), 10 ng/ml bFGF (Gibco, #PHG0266), 75 µg/ml BSA (BioShop, #ALB001.50), 2 µg/ml heparin (BioShop, #HPA333.100) and 1X Penicillin-Streptomycin (Gibco, #15140122).

For MTT assay, the following drugs were used: NOR (Sigma, #N7261), astemizole (Sigma, A2861), venlafaxine (Selleckchem, #S1441), imipramine (Sigma, #I0899), chloroquine (BioShop, #CHL919), rapamycin (BioShop, #RAP004), Skp2 SMIP004 (EMD Millipore, #500517), Skp2 III (EMD Millipore, #506305), cisplatin (Selleckchem, #S1149), NVP-BEZ235 (Selleckchem, #S1009), pemetrexed (Selleckchem, #S1135), and gemcitabine (Selleckchem, #S1149).

1 × 10^4^ primary tumor cells were plated on 96-well Primaria plate coated with laminin. After 24 h, cells were treated with vehicle control or drugs of interest for 24 h. After treatment, MTT solution was added, incubated for 3 h, solutions were aspirated, 100 µl DMSO was added and OD_570_ readings were taken with Vmax Kinetic Microplate Reader. Synergy was calculated using CompuSyn software, where combination index (CI) of <0.85 was considered as synergistic, CI = 0.9–1.0 as additive, and CI > 1.1 as antagonistic.

For confocal and two-photon microscopy, cells were plated on Nunc Lab-Tek II Chamber slide (Sigma, #C7057) coated with laminin.

### mRFP-GFP-LC3 reporter assay

Primary tumor cells were transfected with mRFP-GFP-LC3 using TurboFect Transfection Reagent (ThermoFisher, #R0531). After transfection, cells were treated with chloroquine (20 µM), rapamycin (500 nM), vehicle control or increasing concentrations of NOR. Intensities of yellow and red puncta were measured using ImageJ with JACoP plug-in.

### Gross histological analysis

Brains and spinal cords were dissected from normal and tumor-bearing mice carrying mT/mG reporter. Tissues were fixed in 10% formalin for >24 h. Gross anatomy and fluorescence signals were examined using the CRI Maestro system.

### Histopathological, IHC/IF, and immunoblot analysis

Mouse brains were dissected along with skull, fixed in 10% formalin, decalcified in 0.5 M EDTA, and incubated in 30% sucrose solution. The brain and skull were cut into 250 µm sections using Leica SM2000R sliding microtome, and sections were viewed under ZEISS LSM710 two-photon microscope to locate micro-lesions. For H&E staining, tissues were cut as 5 µm sections. The following primary antibodies were used to conduct IHC and IF staining: p53 (1:100, Santa Cruz, C, #SC-126), synaptophysin (1:200, Cell Signaling, #36406), cathepsin B (1:800, Cell Signaling, #31718), GFAP (1:100, Cell Signaling, #3670), Lamp-1 (5 µg/ml, DSHB, 1D4B), LC3B (1:200, Cell Signaling, #3868), nestin (1:100, Abcam, #ab11306), ki67 (1:200, Biocare Medical, #CRM325), neurofilament (5 µg/ml, DSHB, #2H3), OX42 (5 µg/ml, DSHB, #M1), PAX6 (5 µg/ml, DSHB, #PAX6), p62 (1:100, Abnova, #H00008878-M01), pit1 and 5-HT (1:1000, ImmunoStar, #20080). Secondary antibodies used for immunohistochemistry and immunofluorescence staining: Alexa Fluor 488 anti-mouse (1:200, Life Technology, #Z25002), Alexa Fluor 488 anti-rabbit (1:200, Life Technology, #Z25302), Cy5 anti-rat (1:200; Life Technology, #A10525), Alexa Fluor 568 anti-mouse (1:200, Life Technology, #Z25006), Alexa Fluor 568 anti-rabbit (1:200, Life Technology, #Z25306), Biotinylated Goat Anti-Rabbit (1:200, Vector Laboratories, #BA-1000), Biotinylated Horse Anti-Mouse (1:200, Vector Laboratories, BA-2000).

To determine subcellular localization of cathepsin B after NOR treatment, lysates from cytosolic compartment were extracted. Briefly, after vehicle control or NOR treatment, cells were collected by centrifugation and resuspended in cytosolic buffer (20 mM/L HEPES, 10 mM/L KCl, 1.5 mM/L MgCl_2_, 1 mM/L EDTA, 250 mM/L sucrose, 1.5 mM/L PMSF, 1 mM/L DTT, protease inhibitor cocktail (Sigma, P8340)). The cells were lysed on ice by passing through 26 G syringe 30 times, centrifuged for 30 min at 4 ˚C and 13,200 rpm. The supernatant was centrifuged once again for 30 min. Protein concentration was measured using NanoDrop 2000 (ThermoFisher) and resolved by SDS-PAGE.

The following primary antibodies were used to conduct immunoblotting: Rb, p53, α/β-tubulin (1:1000, Cell Signaling, #2148), Lamp-1 (0.5 µg/ml, DSHB, 1D4B), p62 (1:1000, Abnova, # H00008878-M01), LC3B (1:1000, Cell Signaling, #3868), actin (0.5 µg/ml, DSHB, JLA20), and cathepsin B (1:1000, Cell Signaling, #31718). Secondary antibodies were: HRP-linked Anti-rabbit IgG (1:1000, Cell Signaling, #7074S), HRP-linked Anti-mouse IgG (1:1000, Cell Signaling, #7076 S) and HRP-linked Anti-rat IgG (1:1000, Cell Signaling, #7077S).

### Transmission electron microscopy (TEM)

Primary tumor cells were treated with vehicle control or 20 µM NOR for 2 h, fixed in 2% glutaraldehyde in 0.1 M sodium cacodylate buffer (pH = 7.3) overnight. Then, cells were rinsed, post-fixed, dehydrated and infiltrated according to the procedure at The Nanoscale Biomedical Imaging Facility at The Hospital for Sick Children Research Institute, Canada. Thin sections were obtained using Leica Ultracut Ultramicrotomes and analyzed with FEI Tecnai 20 TEM.

### MRI imaging and in vivo therapeutic analysis

Mice treated with indicated regimens were injected with gadolinium by i.v. to enhance contrast prior to MRI. Tumor volumes were calculated using Medical Image Processing, Analysis & Visualization (MIPAV) software [https://mipav.cit.nih.gov]^67^.

Primary tumor cells (2 × 10^6^) were suspended in 20 µl neurobasal media mixed 1:1 with 20 µl Matrigel and transplanted subcutaneously into the right flank of NOD/SCID mouse. Once tumors were palpable, mice were randomized and treated until end-point (tumor volume = 550 mm^3^). Tumor volume was calculated using V = π/6 x L x W x H. Mice were treated with vehicle control, 10 mg/kg NOR, 60 mg/kg gemcitabine or a combination of both. NOR was injected i.p. 4 days a week; gemcitabine was injected i.v. once a week.

### Apoptosis assays

Rb/p53-deleted PB cells (1.5 × 10^4^) were seeded in 96-well plates and treated with indicated drugs and durations. Caspase 3/7 activity was measured as per manufacturer’s instructions (Promega Caspase-Glo 3/7 Assay System; #G8090).

For flow cytometry analysis, cells (7.5 × 10^4^) were seeded onto 24-well plates and treated with indicated drugs. 24-h post treatment, the cells were stained with PI and Annexin V (BD FITC Annexin V Apoptosis Detection Kit I; #556547) and analyzed using BD LSR Fortessa cell analyzer. FSC-A vs SSC-A plots were used to gate cells, excluding debris, as per the BD manual. Annexin V FITC vs propidium iodide (PI) plots from the gated cells uncovered populations corresponding to viable, apoptotic or necrotic cells.

### Acridine orange assays

Primary PB cells were treated with vehicle or 30 µM NOR for 2 h. Acridine orange (final concentration = 2 µg/ml) was added 20 min before the end of treatment. Photo-oxidation was induced by exposing cells to blue light, and changes in green intensity (eGFP) were captured using ZEISS LSM700 confocal microscope. To determine lysosome location, primary tumor cells were treated with vehicle control or 12.5 µM NOR for 2 h. Acridine orange solution was added as above and lysosomes and cytoplasm were captured with red (mCherry) and green (eGFP) filters using ZEISS LSM700 confocal microscope, respectively. Location of lysosomes relative to nucleus was assessed using ImageJ software. Lysosomes were considered as juxtanuclear when they were within 4 µM-range from the nucleus, and perinuclear when they were outside the 4 µM-range.

### Gene expression, pathway enrichment, and activity analyses

To compare Rb/p53-deleted PBs and Rb/p53-mutated PBs, RNA was collected from snap-frozen tumor tissues and analyzed on Mouse Gene 1.0 ST Array (Affymetrix).

Gene expression profiles of human SHH MB, group 3 MB, and PB were analyzed using dataset from Mixed Pediatric PDX (public) – Olson – 55- MAS5.0 – u133p2 [https://hgserver1.amc.nl/cgi-bin/r2/main.cgi]. Using “view multiple genes”, the expression profiles of top 10 genes from human SHH and group 3 MB were compared between human SHH MB, group 3 MB, and PB. Using “find differential expression between groups”, differentially expressed genes between human SHH MBs and PBs were identified. From these, 95 genes were used to determine the expression profile in Rb/p53-deleted PBs.

GSEA was performed with v2 using PreRanked Method, a two-sided calculation. The resulting enrichment scores (ES) were normalized by multiple sample correction for normalized enrichment score (NES). Furthermore, the multiple gene/sample correction was done with 1000 permutations to generate FDR values. Specific values for metastatic pathways: WINNEPENNINCKX_ MELANOMA_METASTASIS_UP, Nominal *p*-value: <0.0001 FDR: 0.0302 ES: 0.3505 Normalized ES: 1.6770; TOYOTA_TARGETS_OF_MIR34B_AND_MIR34C, Nominal *p*-value: <0.0001 FDR: 0.0032 ES: 0.3660 Normalized ES: 1.9651; RICKMAN_METASTASIS_UP, Nominal *p*-value: <0.0001 FDR: 0.0012 ES: 0.3946 Normalized ES: 2.0646 BIDUS_METASTASIS_UP, Nominal *p*-value: <0.0001 FDR: 0 ES: 0.4592 Normalized ES: 2.2868.

Dicer1-deficient tumors were analyzed using Mouse Gene 2.0 ST Array. For comparative GSEA-PC and pathway activity analyses we used the specific probes in each platform (1.0 ST and 2.0 ST). Pathway activity was calculated for RB KO signature and E2F1, E2F2, and E2F3 pathways using binary regression models’ script Binreg v2.0 in the MatLab environment and related pathway training data set as described^68^.

### In silico drug prediction

Transcriptional profiles of drug-treated cancer cell lines from the BROAD Connectivity map initiative (CMAP, *n* = 1309 drugs) were obtained using the PharmacoGx package and a linear regression model as described in R^35^. Pre-computed CMAP drug perturbation signatures for 1288 drugs were used in the downstream analysis. These signatures signify the drug concentration effect on the transcriptional state of the cell, and were used to identify genes whose expression is perturbed by drug treatment. Gene expression ‘signatures’ pertaining to each of the mouse models were obtained by comparing samples of each model against normal tissue samples, to identify differentially expressed genes using the limma package^69^. A linear model per gene was fit using the lmfit function, followed by an empirical Bayes adjustment using the eBayes function to generate several statistics for differential expression (*t*-stat, log-odds ratio). Final annotations and multiple-testing correction (FDR) adjustments were taken using the topTable function, and genes were considered based on a threshold of FDR < 0.01.

Drug repurposing of CMAP against each signature was conducted on the orthologous genes common between the mouse signatures and CMAP perturbation signatures. Rb/p53 ‘signatures’ specific to each mouse model were chosen by selecting equal numbers of significant up- and downregulated differentially expressed genes. Several signature sizes were tested, spanning 100, 300, and 500 genes, respectively. Rb/p53 mouse model signatures were compared against drug perturbation signatures from CMAP to identify drugs that could reverse the mouse model signature (i.e., could be a potential therapeutic drug). Connectivity scores between CMAP drug perturbation signatures and each of the mouse model signatures were computed using the connectivityScore function of the PharmacoGx package. Connectivity scores were computed using the GSEA method, based on the Kolmogorov-Smirnov (KS) statistic, as well as the GWC method (based on the weighted spearman statistic). Drugs were ranked by their connectivity score and associated p-value, with more negative connectivity scores indicating the ability for a given drug to reverse the mouse signature. Top hits were considered by filtering drugs with connectivity scores below −0.5 for both GSEA-based and GWC-based analyses. Similar conditions were used for CMAP analysis of mouse Dicer1/p53- and Rb/Dicer1/p53-deficient PBs.

### GSEA-PCA

Human and mouse gene expression profiles were collated from in-house experiments, and datasets from the NCBI Gene Expression Omnibus (GEO) including MB (GSE37382), GBM (GSE36245), and Rentioblastoma (GSE29685, GSE24673, GSE59983). Gene expression profiles of each dataset were processed separately within R (version 3.5.0) and Bioconductor, using the Geoquery and affy packages and probe level information from BrainArray, as described^22^. Single-sample Gene Set Enrichment Analysis (ssGSEA)^70^ was conducted on human and mouse expression profiles using the GSVA package (version 1.32.0) in R. Resultant gene sets were filtered to encompass only those genesets common to both mouse and human datasets. Single-sample geneset ES across the genesets were then combined to generate an ssGSEA-ranked matrix. Principal component analysis (PCA) was then conducted on 578 ssGSEA-ranked genes sets (rank matrix). Genome-wide connectivity scores (GWC method) were determined using a weighted spearman correlation statistic. In supplementary Tables, significance of the scores was determined by permutation testing (1000 permutations) and a two-sided test. Connectivity scores generated using the GSEA method are based on KS statistic implemented in the piano package. Returned *p*-values are distinct-directional p-values adjusted following permutation sampling (1000 permutations).

### Statistics and reproducibility

Data are presented as mean ± SD. All statistical analyses listed in figure legends and Kaplan–Meier survival curves were generated using GraphPad Prism. Quantification of fluorescent intensity was performed using ImageJ software. With the exception of human PB TS13-19 cells, which were analyzed once in triplicates as they were extremely difficult to propagate, all drug studies were performed in three or more replicates each, in three biological replicates.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Supplementary Tables

## Data Availability

Accession number: The NCBI Gene Expression Omnibus accession number for the microarray results reported in this paper is GSE124537. GSE37382, GSE36245, GSE29685, GSE24673 and GSE59983 are publicly available. Source data: The source data underlying Figs. 1e; 3g; 4c–e; 5a–e; 6a–b, e, f; 7a–d, 8c,f–g; and Supplementary Figs. 5a, 6a–b, d; 7; 8a, 9a–d; are provided as a Source Data file.

## Source data

Source Data

# Supplementary material for: Modeling germline mutations in pineoblastoma uncovers lysosome disruption-based therapy
**Source:** Nat Commun. 2020 Apr 14;11:1825. doi: 10.1038/s41467-020-15585-2
**Supplement:** Supplementary file 1 — Supplementary Information

Modeling germline mutations in pineoblastoma uncovers lysosome disruption-based therapy

Chung et al.

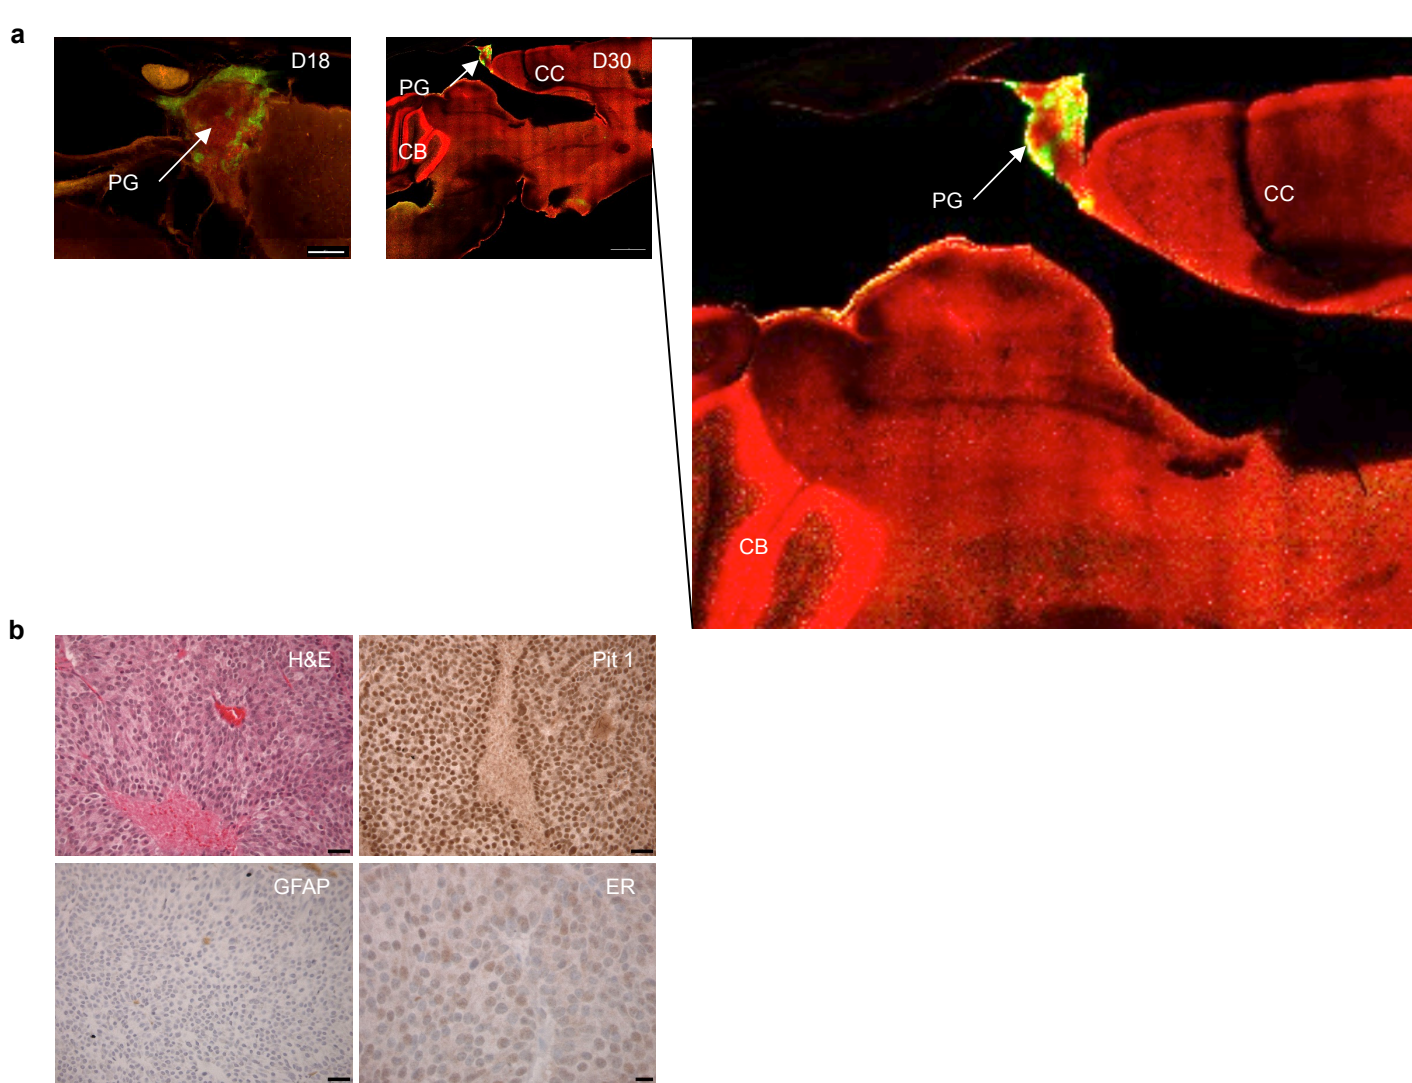

Supplementary Figure 1. WAP-Cre:Rb^{flox/flox}:p53^{flox/flox} mice develop pineoblastoma with 100% penetrance as well as occasional pituitary tumors

a. Left, a representative two-photon microscopy image of a pineal gland (PG) with a micro-tumor from 18-day old WAP-Cre:Rb^{flox/flox}:p53^{flox/flox}:mT/mG mouse. Scale bar, 200 μ m. Center, a representative two-photon microscope image of a 30 day old WAP-Cre:Rb^{flox/flox}:p53^{flox/flox}:mT/mG mouse brain showing a micro-tumor in the pineal gland (right). Scale bar, 1000 μ m. CB, cerebellum. Right, enlarged view.

b. Representative H&E and IHC images of a pituitary tumor in a WAP-Cre:Rb^{flox/flox}:p53^{flox/flox} mouse. The histology shows small granular cells that stained positive for Pit1 (pituitary transcription factor 1) and ER (Estrogen Receptor) but negative for GFAP. Scale bars, 2 μ m.

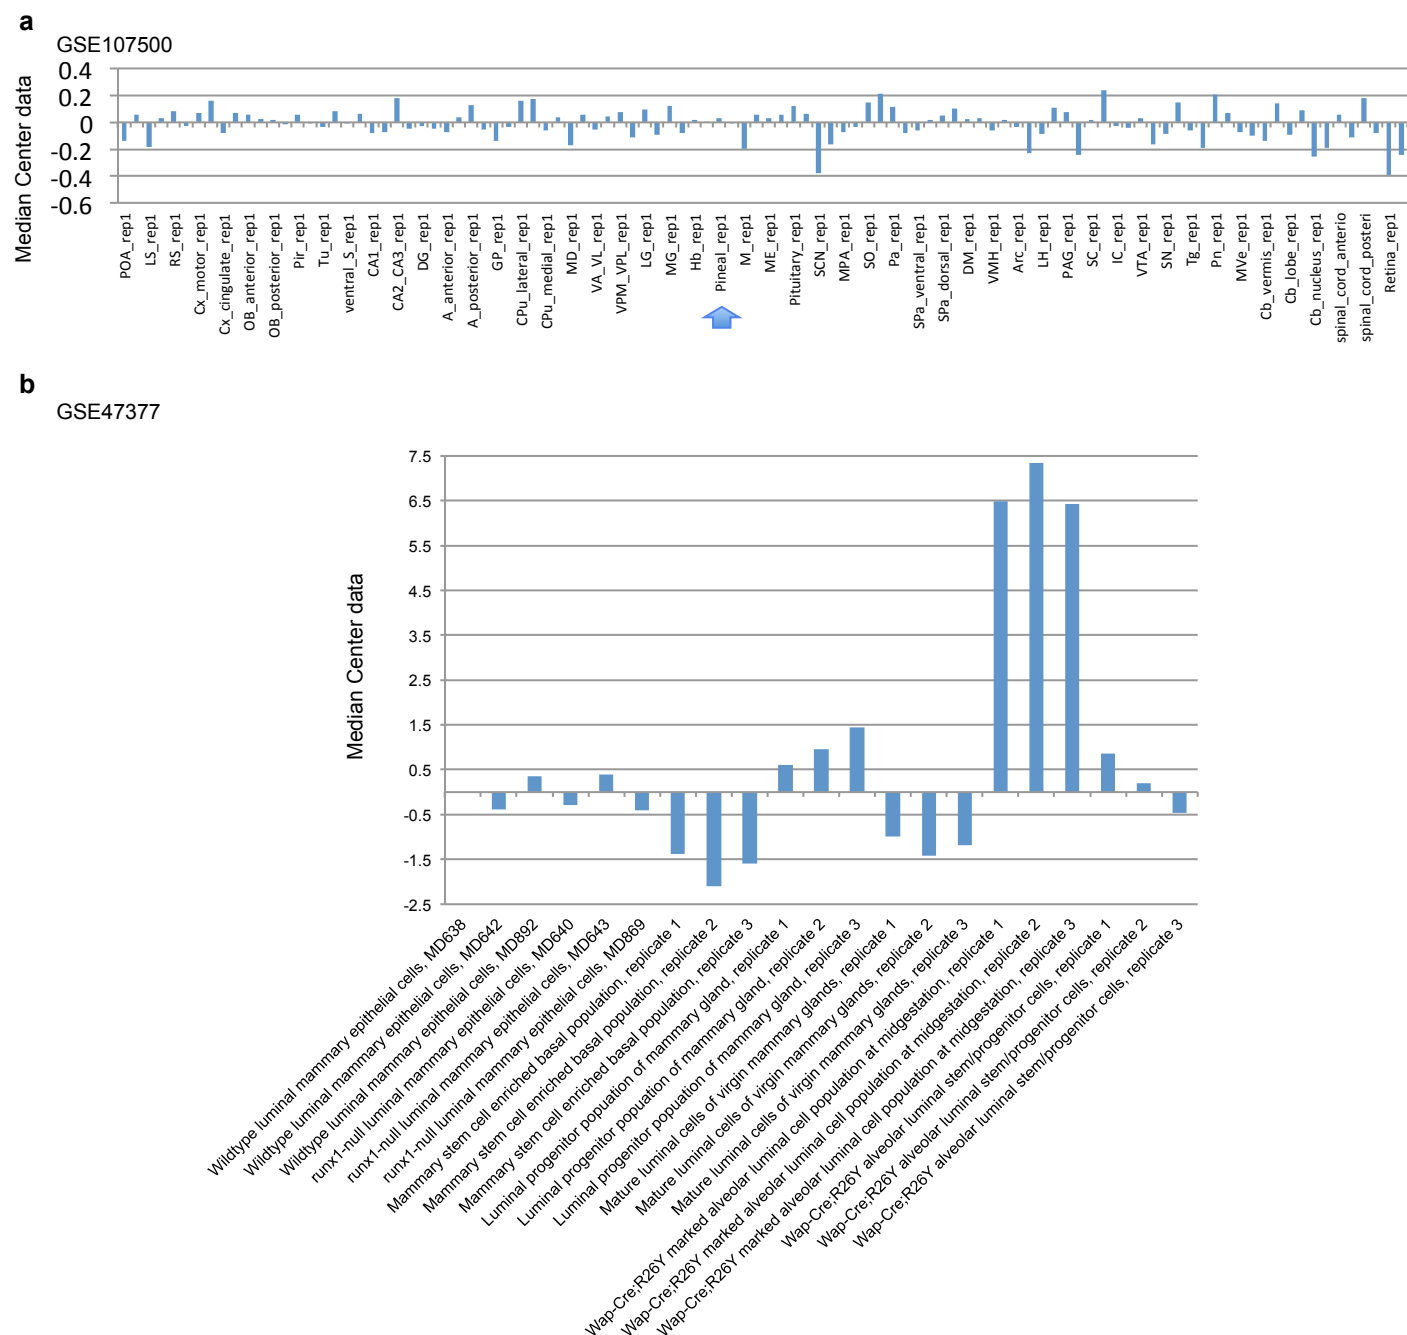

Supplementary Figure 2. Low expression of endogenous Whey Acidic Protein (WAP) gene in the pineal gland

WAP expression in 52 CNS regions of adult mice including pineal gland (a.) and mammary epithelial tissues (b.). Note high WAP expression in the mammary gland at midgestation and particularly low expression in the pineal gland (arrow) relative to other brain regions.

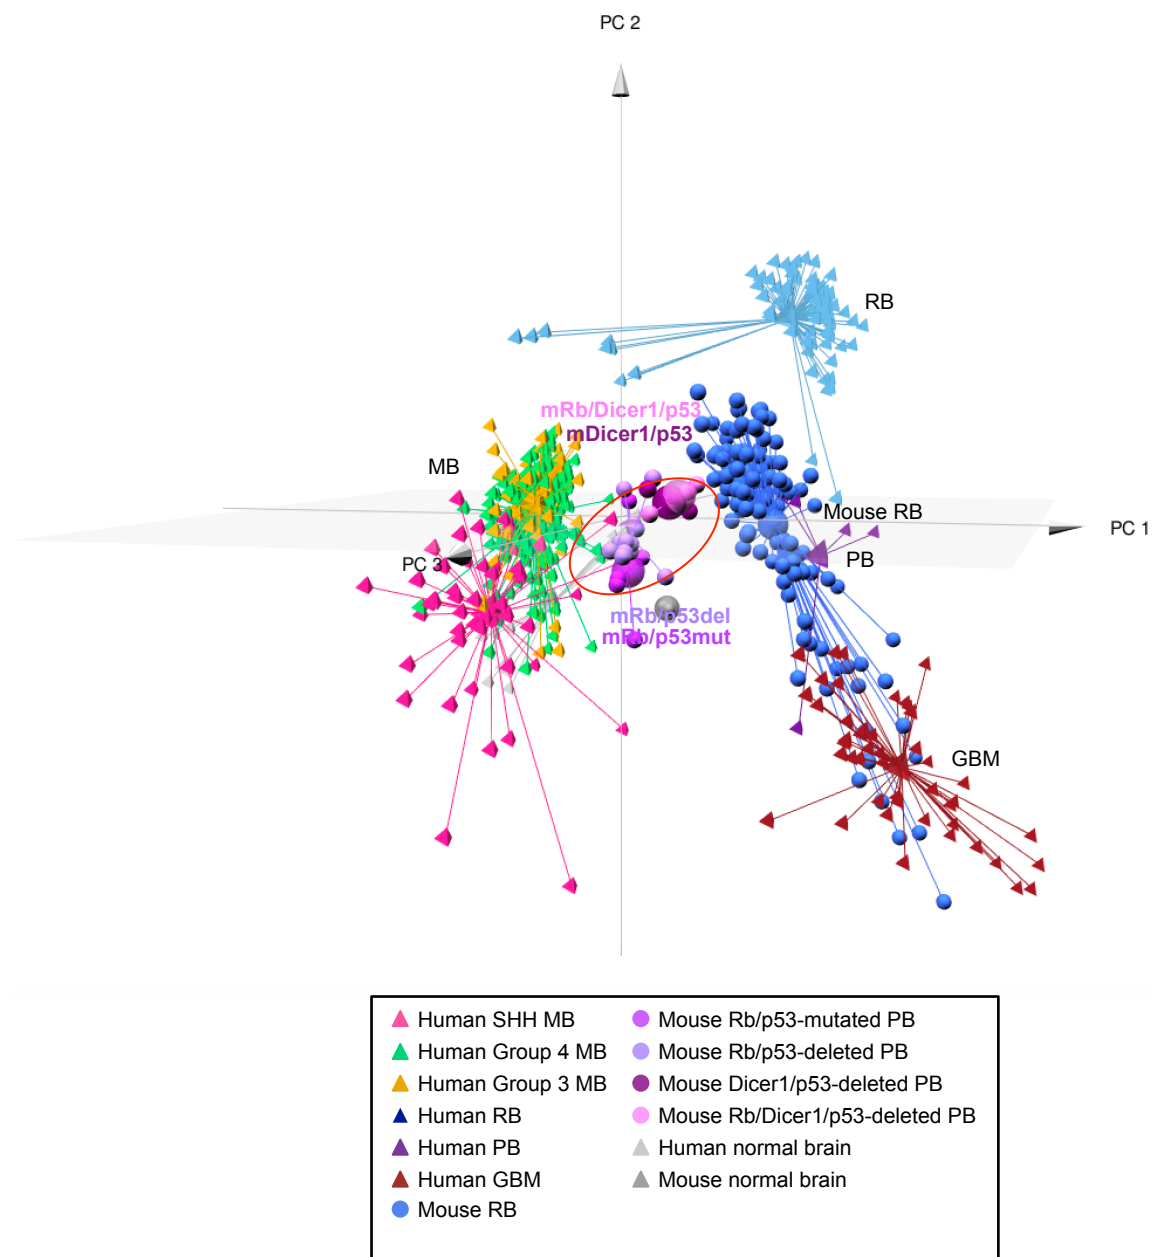

Supplementary Figure 3. A 3D image of GSEA-PC analysis of mouse pineoblastoma models (circled) versus mouse retinoblastoma and human brain tumors. Shown is a 3D image from a slightly different angle than that shown in Fig. 2a.

a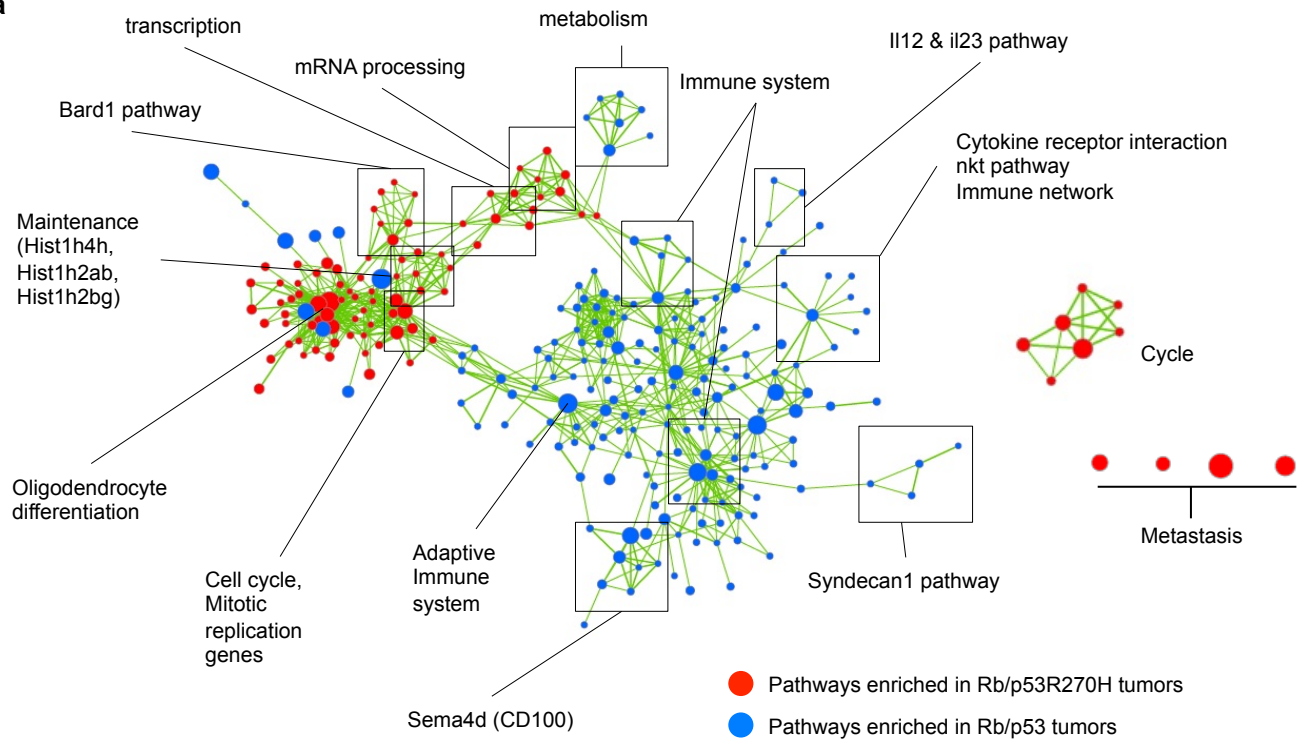**b**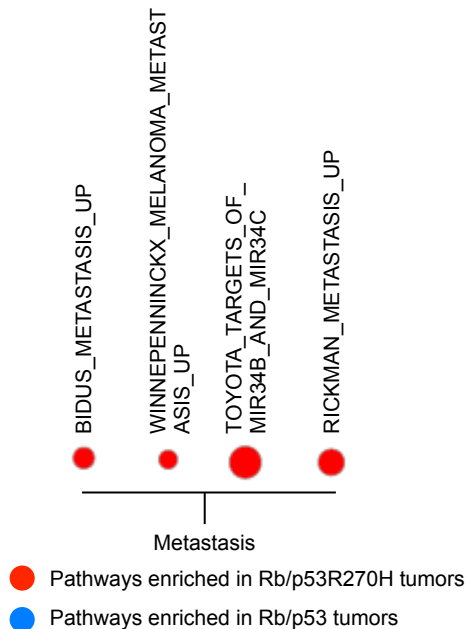

Supplementary Figure 4. Gene set enrichment analysis (GSEA) comparing Rb/p53-deleted and Rb/p53-mutated pineoblastoma

a. Complete GSEA comparing Rb/p53-deleted and Rb/p53-mutated PB shown in part in Fig. 3f. Red dots indicate pathways enriched in Rb/p53-mutated vs Rb/p53-deleted PB; blue dots indicate pathways enriched in Rb/p53-deleted vs Rb/p53-mutated PB.

b. Metastasis pathways enriched in and Rb/p53-mutated compared with Rb/p53-deleted PB.

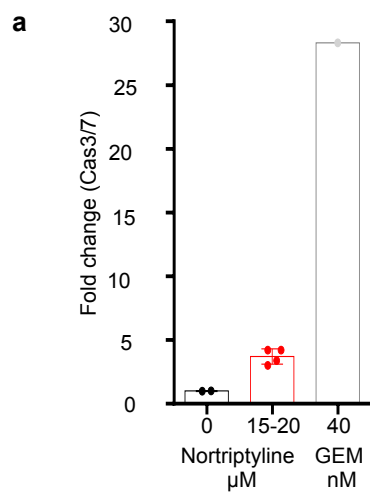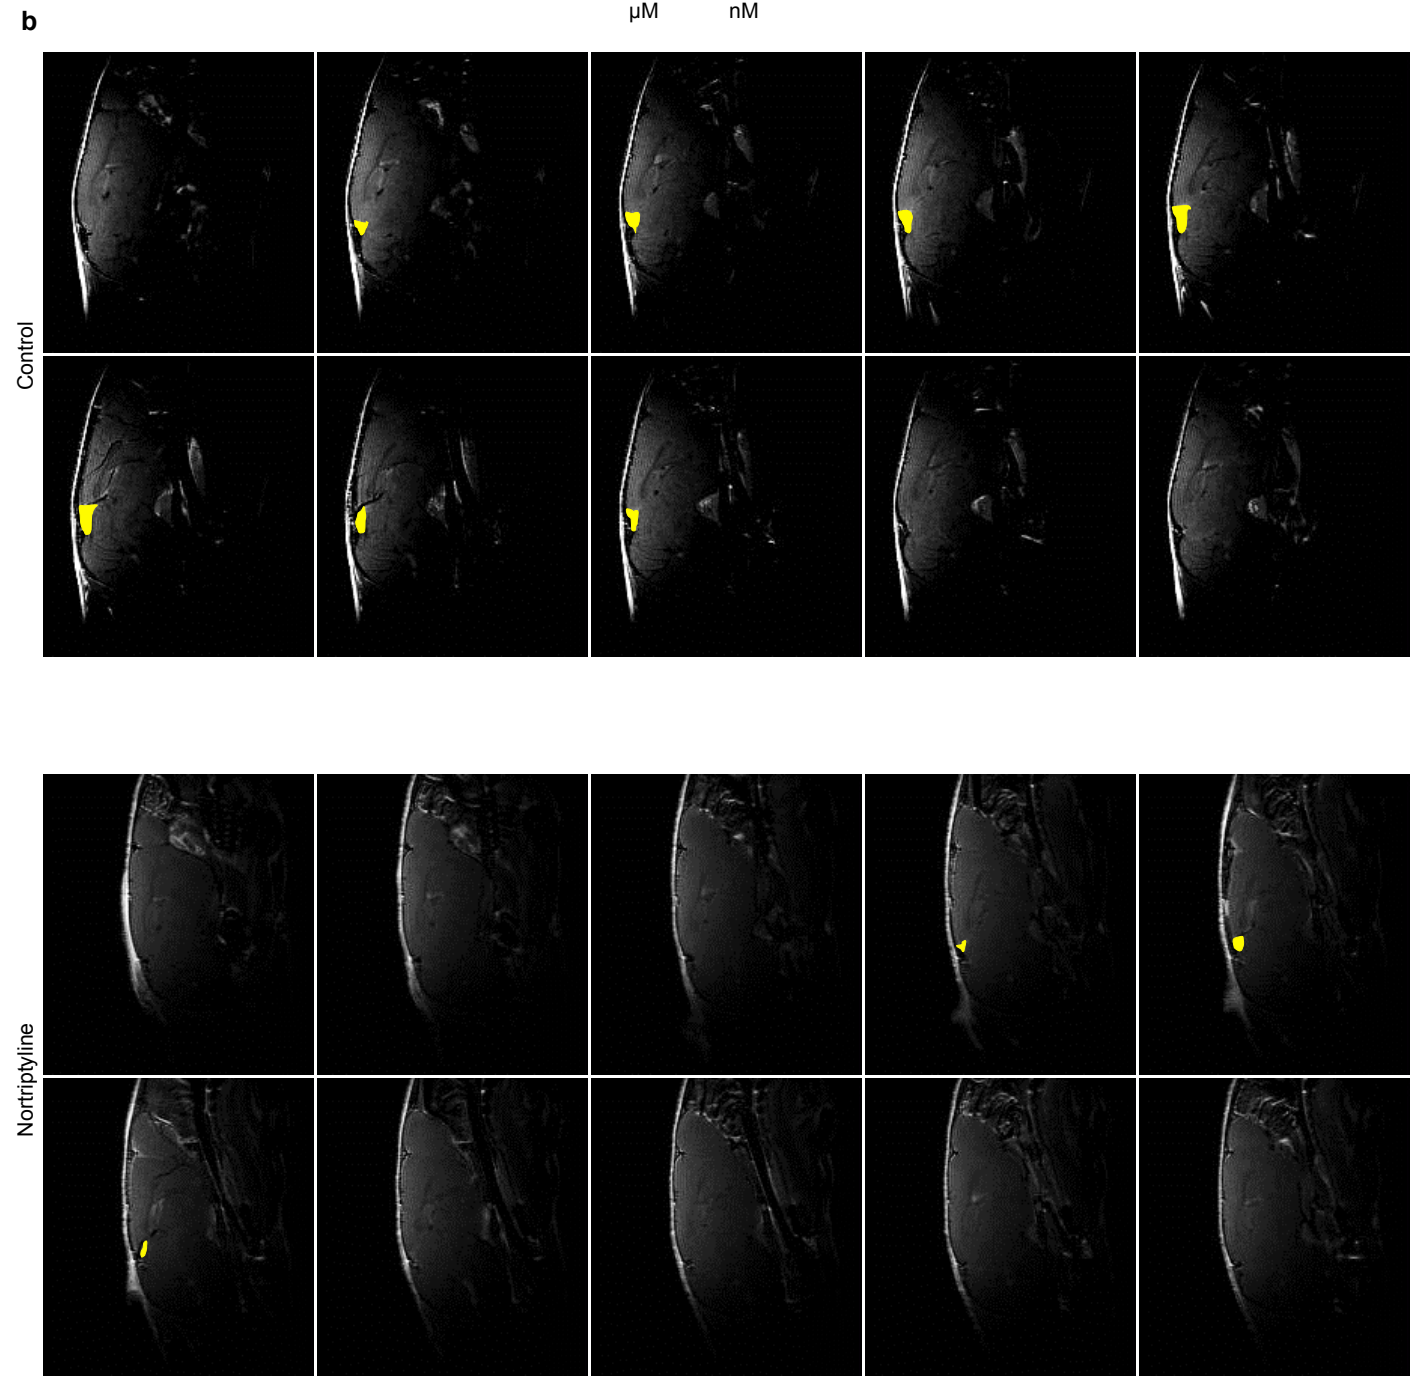

Supplementary Figure 5. Nortriptyline induces primarily a non-apoptotic cell death and suppresses pineoblastoma growth *in vivo*

a. Low caspase3/7 activity in Rb/p53-deficient PB cells (PB-2804) in response to 15-20 μ M of nortriptyline, 24 hr post-treatment (n=4). Results are presented as mean $\pm$ SD. These assays were performed side by side with those described in Fig. 4d, and the control and Gemcitabine positive arms are the same.

b. An example of serial sagittal MRIs of a WAP-Cre:Rb^{flox/flox}:p53^{flox/flox} mouse brain following treatment with vehicle control or nortriptyline (20 mg/kg/d, i.p.) for 5 weeks, used to calculate tumor volume in Fig. 4e. PB areas were digitally marked in yellow. See Source Data files for raw data.

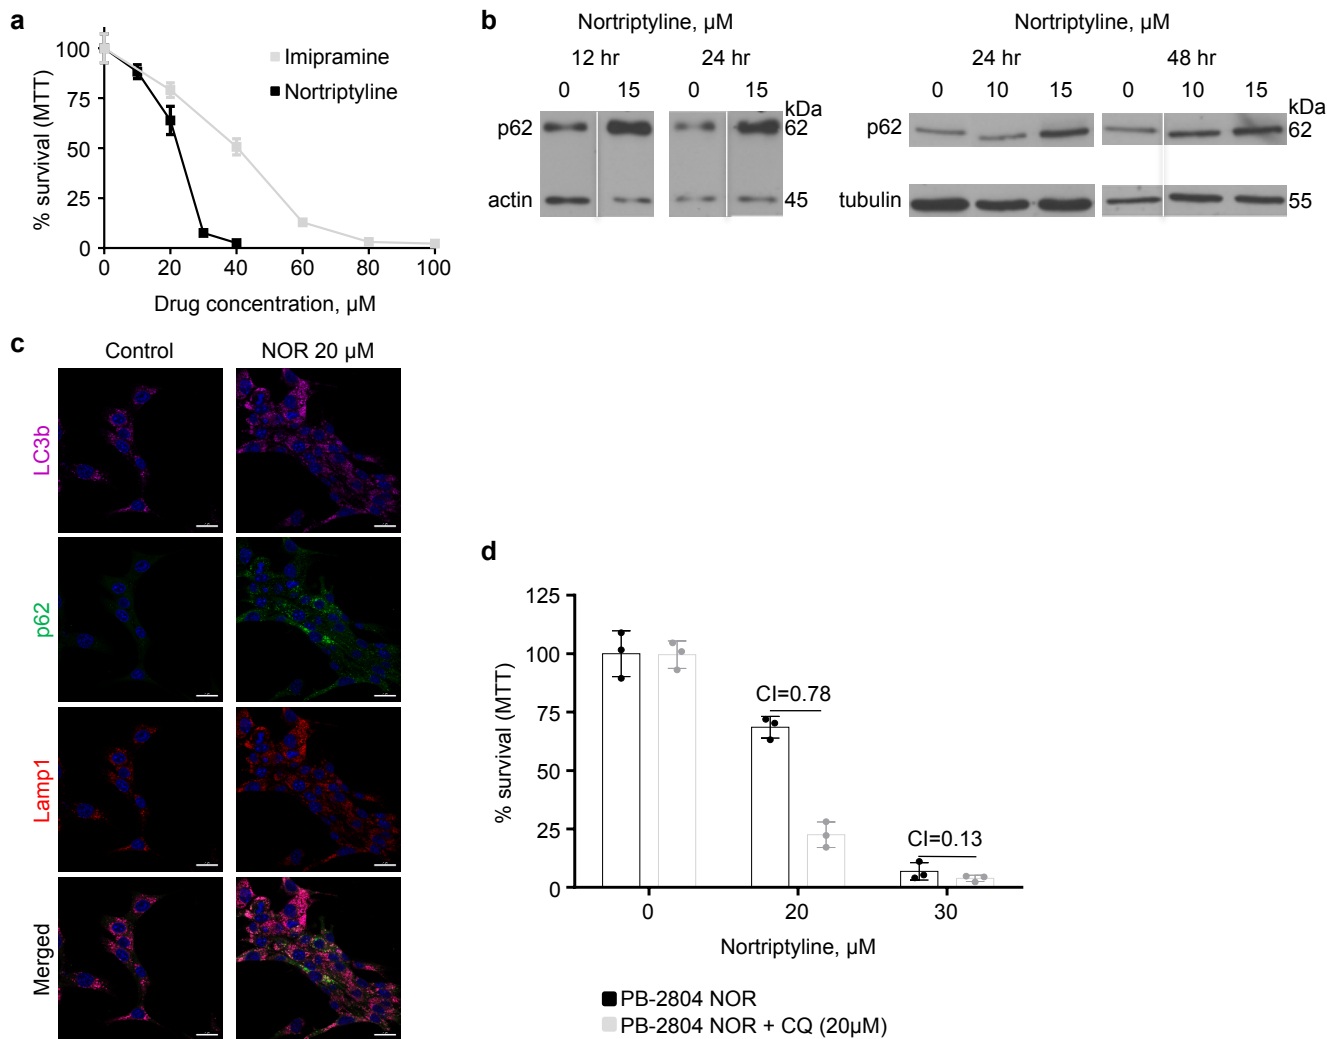

Supplementary Figure 6. Nortriptyline impedes autophagic flux and synergises with chloroquine to restrict growth

a. MTT assays of mouse PB cells treated for 24 hr with increasing concentrations of nortriptyline (n=3) or imipramine (n=3).

b. Immunoblots for p62 in mouse PB cells treated with vehicle control or nortriptyline for indicated time periods and concentrations.

c. Representative IF for LC3b (purple), p62 (green) and lamp1 (red) in PB cells treated with vehicle control or nortriptyline for 2 hr. Scale bar, 20 μm.

d. MTT assay of mouse PB cells treated with vehicle control (n=3), chloroquine alone (n=3), increasing concentrations of nortriptyline alone (n=3) or together with chloroquine (n=3; 20 μM). Cooperation Index was calculated using CompuSyn (CI<0.85 denotes synergy). Results are presented as mean ± SD in **a** and **d**. See Source Data files for raw data.

PB-1638 6 hr

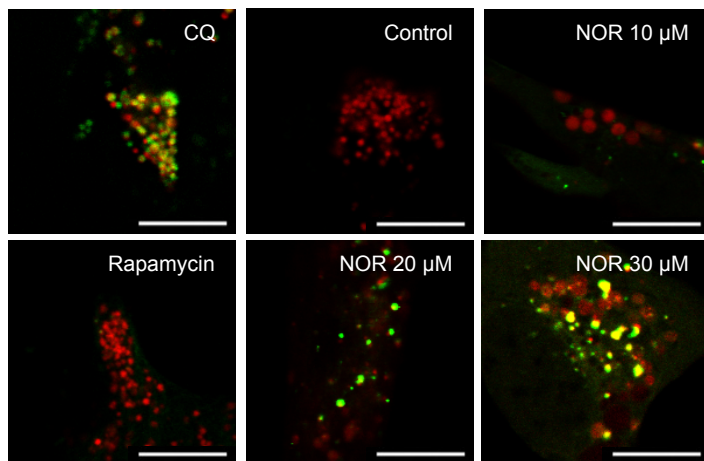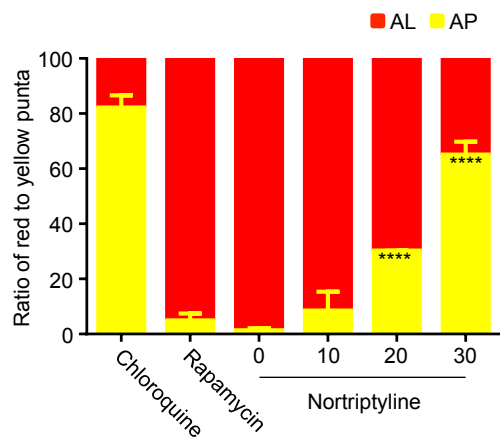

PB-1979 2 hr

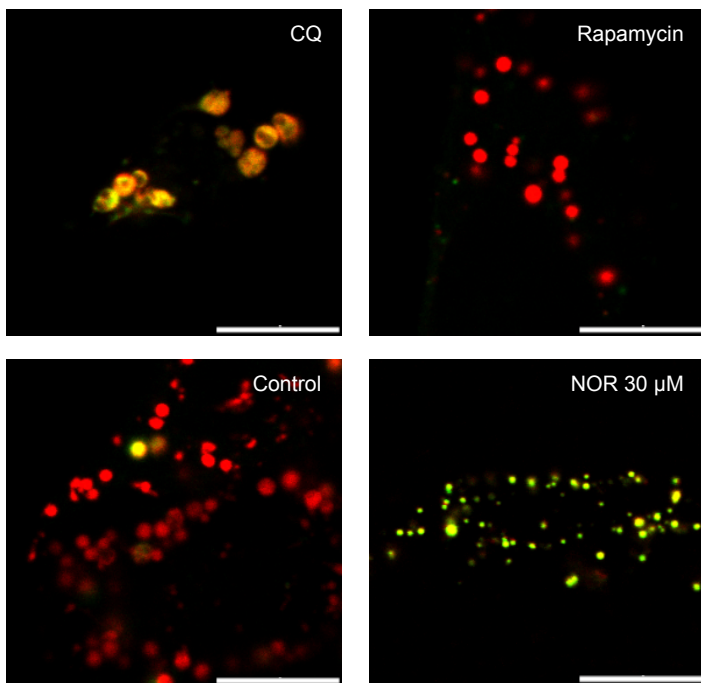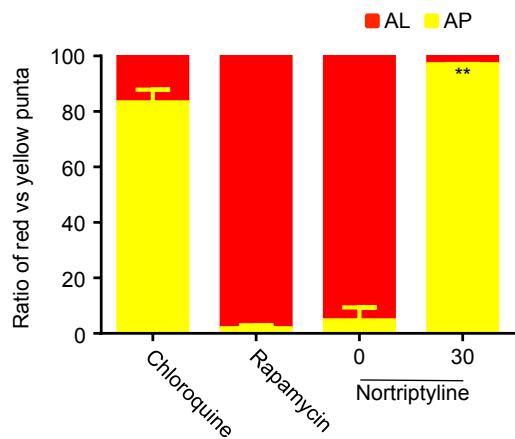

PB-1979 6 hr

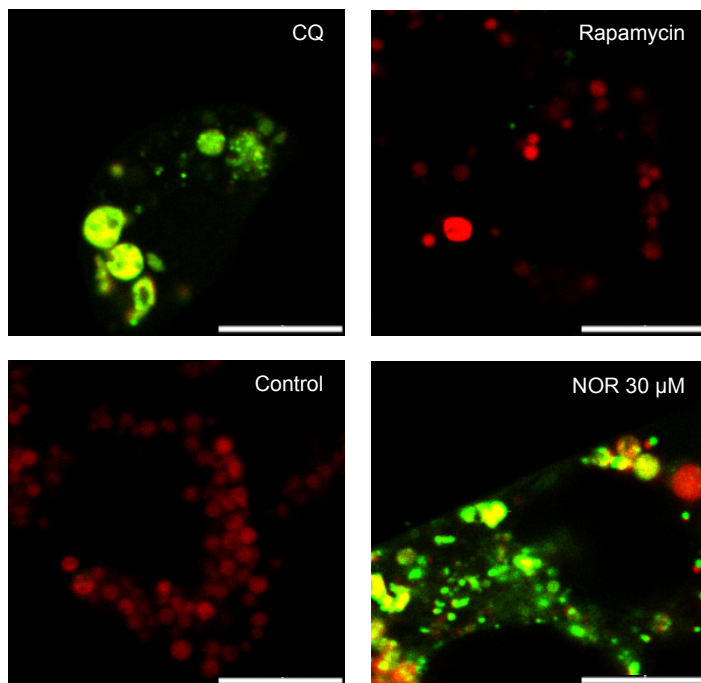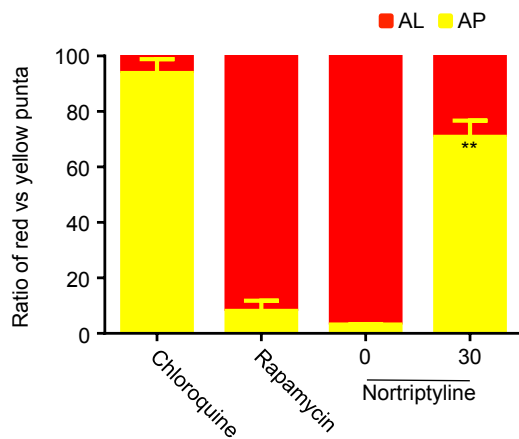

Supplementary Figure 7. Nortriptyline induces accumulation of autophagosomes or non-functional autolysosomes

Analysis of autophagosomes (AP, yellow) and autolysosomes (AL, red) using mRFP-GFP-LC3 reporter plasmid transfected into Rb/p53-deficient PB-1638 or PB-1979 cells. Cells were treated with control vehicle, chloroquine (CQ, 20 μ M), rapamycin (500 nM), or increasing concentration of nortriptyline for 2 hr or 6 hr as indicated. Intensities of yellow and red puncta were measured using ImageJ with JACoP plug-in. Scale bar, 10 μ m. Two-tailed Student's t-test, * p <0.05, ** p <0.01 and **** p <0.0001. Results are presented as mean $\pm$ SD. See Source Data files for raw data.

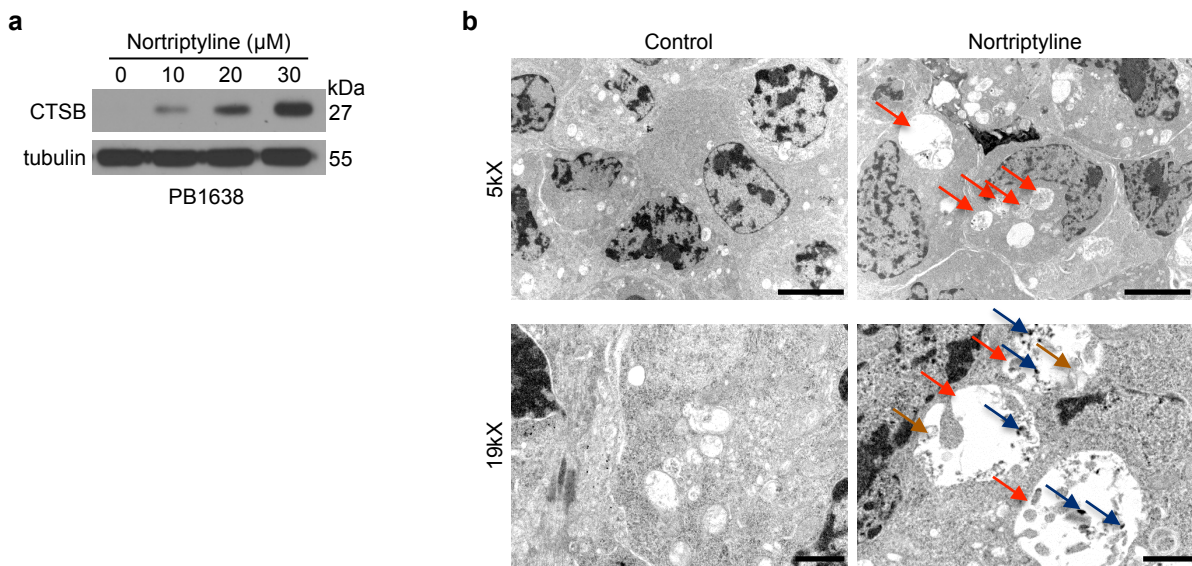

Supplementary Figure 8. Nortriptyline induces cathepsin B release and impairs autophagic flux in pineoblastoma cells

a. Immunoblot analysis of cathepsin B expression in cytoplasmic fractions of PB1638 cells treated with vehicle control or increasing concentrations of nortriptyline for 2 hrs.

b. Representative TEM images of PB-2804 cells treated with vehicle control or 30 μM nortriptyline for 2 hr. Red arrows, autophagic vacuoles; blue arrow, lipid droplets; brown arrow, partially degraded contents. Scale bars, 5 μm (top panels) and 1 μm (bottom panels). For raw data see Source Data files.

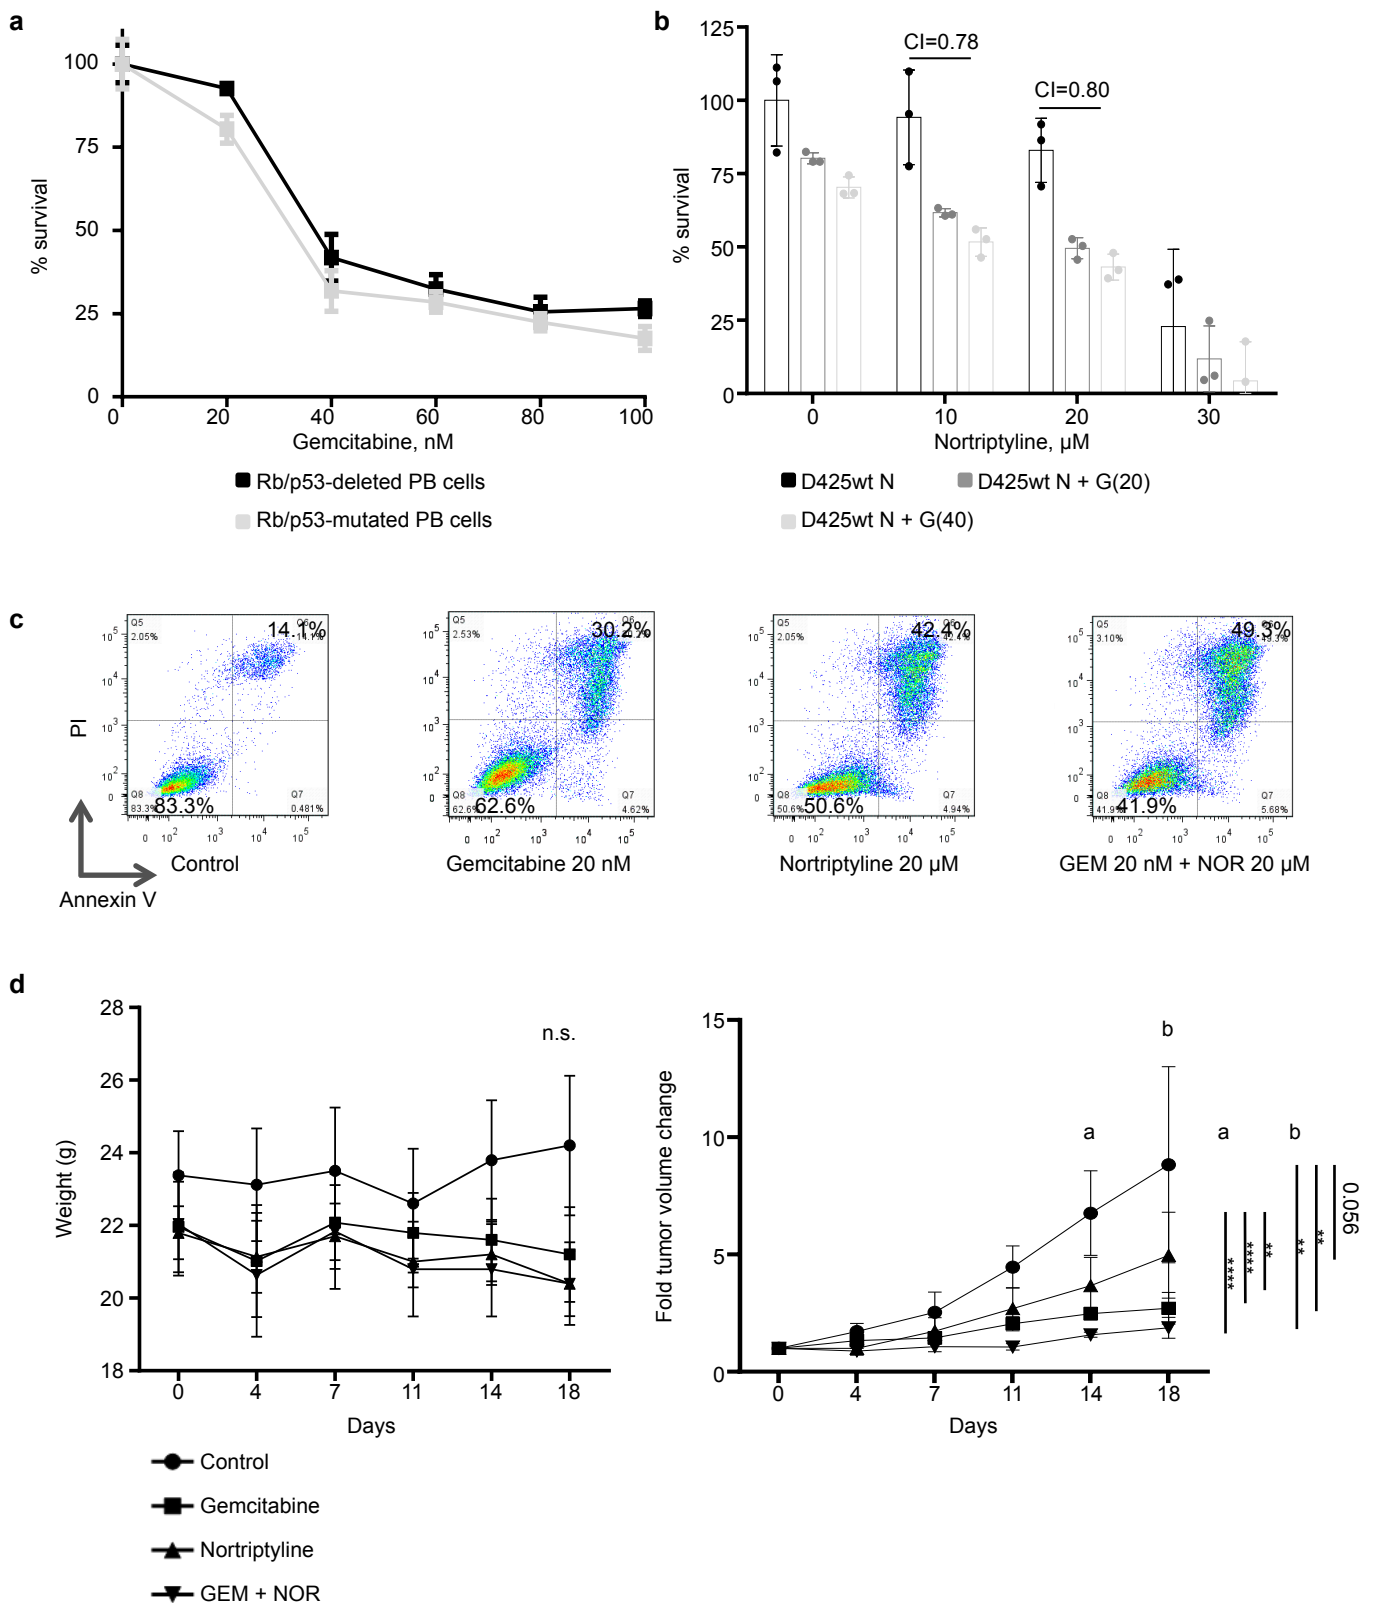

Supplementary Figure 9. Nortriptyline synergises with gemcitabine to suppress pineoblastoma growth

a. MTT assays of Rb/p53-deleted PB (n=3; PB-1638, black) and Rb/p53-mutated PB (n=3; PB-50, grey) cells treated for 24 hr with vehicle control or increasing concentrations of gemcitabine.

b. MTT assay of human group 3 medulloblastoma D425wt cells treated with vehicle control (n=3), gemcitabine alone (n=3), nortriptyline alone (n=3) or both drugs (n=3). Cooperation Index was calculated using CompuSyn (CI<0.85 denotes synergy).

c. Annexin V/PI flow cytometry analysis of mouse PB-1638 cells treated with control vehicle, gemcitabine (20 nM), nortriptyline (20 μ M), or both drugs, showing reduced viability and increased necrotic/late apoptotic (AnnexinV+/PI+) cells following NOR plus GEM treatment.

d. Left, weight of PB-bearing NOD/SCID mice treated with control (n=5), gemcitabine (n=5), nortriptyline (n=4), or combination of gemcitabine plus nortriptyline (n=5). Right, fold tumor volume change in NOD/SCID mice injected *sub. cu.* with mouse PB cells and treated with control, gemcitabine, nortriptyline, or combination of gemcitabine plus nortriptyline. Two-tailed Student's t-test, **p<0.01, ****p<0.0001. Results are presented as mean $\pm$ SD in **a**, **b** and **d**. See Source Data files for raw data.

# Supplementary material for: Modeling germline mutations in pineoblastoma uncovers lysosome disruption-based therapy
**Source:** Nat Commun. 2020 Apr 14;11:1825. doi: 10.1038/s41467-020-15585-2
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☒ A description of all covariates tested
- ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection No software was used to collect data

Data analysis CompuSyn, MIPAV, ImageJ (1.52a), Microsoft Office 365, GraphPad Prism 6 (6.01), GSVA package (version 1.32.0) in R(3.5.0)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

For figures 2c and d, human SHH MB and PB data were obtained from <https://hgserver1.amc.nl/cgi-bin/r2/main.cgi> - Mixed Pediatrrix PDX (public)- Olson-55-MAS5.0-u133p2.

All relevant data are available from the corresponding author upon reasonable request. Source data for figures are provided as Source Data file.

All of our microarray data are deposited with accession number GSE124537. GSE37382, GSE36245, GSE29685, GSE24673 and GSE59983 are available publicly

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	In general, experiments were done in 3 biological replicates, each in triplicates, and statistical significance was calculated as indicated. Sample size of 3 are routinely used in this field.
Data exclusions	No data were excluded from the analyses
Replication	Experiments were done 3 times when possible to verify the reproducibility of the experimental findings. There are no findings that were not replicated. Results were successfully replicated in three independent attempts
Randomization	For all in vivo drug treatment experiments, mice were randomized after initial tumor measurement. ANOVA was performed to test for differences in tumor size in different groups
Blinding	Blinding was not possible as the same person performed and analyzed experiments

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☐	☒ MRI-based neuroimaging

Antibodies

Antibodies used	(in order of Supplier name, Cat#, Lot# where applicable)<br>p53 (Santa Cruz, #SC-126, F3017). synaptophysin (Cell Signaling, #36406). cathepsin B (1:800, Cell Signaling, #31718, #1), GFAP (Cell Signaling, #3670, #3), Lamp-1 (DSHB, 1D4B), LC3B (Cell Signaling, #3868, #11), ki67 (Biocare Medical, #CRM325), p62 (Abnova, #H00008878-M01, G1251-2C11), phospho-Rb (Cell Signaling, #9301, #11), α/β -tubulin (Cell Signaling, #2148, #7), actin (DSHB, JLA20), OX42 (DSHB, M1), Alexa Fluor 488 anti-mouse (1:200, Life Technology, #Z25002), Alexa Fluor 488 anti-rabbit (1:200, Life Technology, #Z25302), Cy5 anti-rat (1:200; Life Technology, #A10525), Alexa Fluor 568 anti-mouse (1:200, Life Technology, #Z25006), Alexa Fluor 568 anti-rabbit (1:200, Life Technology, #Z25306), Biotinylated Goat Anti-Rabbit (1:200, Vector Laboratories, #BA-1000), Biotinylated Horse Anti-Mouse (1:200, Vector Laboratories, BA-2000), nestin (1:100, Abcam, #ab11306), neurofilament (5 μ g/ml, DSHB, #2H3), PAX6 (5 μ g/ml, DSHB, #PAX6), 5-HT (1:1000, ImmunoStar, #20080).
Validation	For antibodies listed above, validations and citations can be found on the manufacturer's website.

Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)	D425wt - donated by Dr. Michael D. Taylor, Canada. TS13-19 - provided by Dr. Seok-Gu Kang, Republic of Korea. HaCaT - by Dr. Anton Neschadim, Canada.
Authentication	None of the cell lines were authenticated
Mycoplasma contamination	Cell lines were not tested for mycoplasma contamination
Commonly misidentified lines (See ICLAC register)	Did not use any commonly misidentified lines

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals	Mus musculus (mixed background, males and females, 0-6 months; NOD/SCID mouse, males, 4-6 weeks)<br>Mice were group-housed (5 per cage) in a temperature- and humidity- controlled room on a 12h light/dark cycle with access to food and water
Wild animals	Study did not involve wild animals.
Field-collected samples	Study did not involve samples collected from the field.
Ethics oversight	Research Institute Animal Research Committee at University Health Network, Canada.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation	Samples were treated with vehicle control or drugs. Cells were stained with PI and FITC-Annexin V
Instrument	BD Fortessa analytical instrument
Software	FlowJo7.6
Cell population abundance	Cell population can be seen in the bottom of sample name box. Cell numbers in all samples are more than 10,000.
Gating strategy	The boundaries between positive and negative staining cell populations are defined by one sample's single staining ,repectively.
☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.	

Magnetic resonance imaging

Experimental design

Design type	Studying the effect of drugs on tumor growth
Design specifications	Experimental mice were imaged twice (5 weeks interval)
Behavioral performance measures	Experiments did not require behavioral performance measurement

Acquisition

Imaging type(s)	Structural
Field strength	7 Tesla
Sequence & imaging parameters	Mice were oriented in prone position on a dedicated slider bed and RF coil configuration for mouse brain imaging. Tumors were visualized using a multislice 2D sagittal contrast-enhanced T1-weighted RARE technique (TE/TR = 10/1000 ms; echo train length 2; 200 x 180 matrix with 100 um in-plane resolution for 20 x 18 mm field of-view; at least 19 slices of 300 um thickness centred on the mid-line of the brain; 8 averages; 12 min acquisition time).
Area of acquisition	The brain was scanned sagittally as described above to cover most of the mouse brain. Pineoblastomas are found in the mid-line of the mouse brain where the pineal gland is located. The region was chosen as a starting point to scan the entire tumor mass.
Diffusion MRI	☐ Used ☒ Not used

Preprocessing

Preprocessing software	MRIs were viewed using Medical Image Processing, Analysis & Visualization (MIPAV) - v7.3.0 software
Normalization	Data were not normalized
Normalization template	Data were not normalized
Noise and artifact removal	Was not required to perform these steps
Volume censoring	Did not perform volume censoring

Statistical modeling & inference

Model type and settings	MRI was done to measure the tumor volume.
Effect(s) tested	Mice were not subject to any tasks or stimuli
Specify type of analysis:	☐ Whole brain ☒ ROI-based ☐ Both
Anatomical location(s)	Mid-line of the brain - this is where the pineal gland is located and where tumor sare form
Statistic type for inference<br>(See Eklund et al. 2016)	No statistics was done for MRI. Statistic analysis was applied for differences in tumor volume as indicated.
Correction	No correction was required

Models & analysis

n/a	Involved in the study
☒	☐ Functional and/or effective connectivity
☒	☐ Graph analysis
☒	☐ Multivariate modeling or predictive analysis

How the deposited data were processed for this re-analysis (not part of the article)

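Gene expression was measured with Affymetrix Mouse Gene ST arrays in RNA of snap-frozen mouse tumors and of normal cerebellum, with 1 sample per array and 26 samples in all. Version 1.0 arrays carried 11 Rb/p53-deleted PBs, 5 Rb/p53-mutated PBs and 3 normal cerebellum samples. Version 2.0 arrays carried 1 Rb/p53-deleted PB, 3 Dicer1/p53-deleted PBs and 3 Rb/Dicer1/p53-deleted PBs. The condition of each array was taken from its sample label, and no column of the tables was left unused.

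The deposited values are log2 RMA values per transcript cluster, which the authors made in Affymetrix Expression Console by background correction, quantile normalization and summarization. The version of that program and which arrays were normalized together are not stated in the text or labels used here. The arrays of the version 1.0 table do not look like 1 RMA run. Rb/p53-deleted PB1 to PB10 have medians of 7.90 to 7.97 with interquartile ranges of 2.57 to 2.87, Rb/p53-deleted PB11 and cerebellum have medians of 7.95 to 8.01 with interquartile ranges of 3.17 to 3.25, and Rb/p53-mutated PBs have medians of 7.04 to 7.12. The version 2.0 arrays have medians of 5.26 to 5.37. Values of the 2 array versions were never tested against each other.

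The version 1.0 table holds 35556 transcript clusters and the version 2.0 table 41345. Clusters with exactly 1 gene symbol numbered 21789 and 23521, those with several 1621 and 1814, and those with none 12146 and 16010. Genes were matched to the GRCm38 annotation by gene identifier for 21698 and 23328 clusters. Where a gene had several clusters (999 and 1082 genes), the cluster with the highest mean was used, which left 19938 and 22180 genes, of which 18962 are in both tables. No array was identical to another. The SD of the difference between 2 arrays of a group across genes was 0.209 to 0.579 in Rb/p53-deleted PBs, 0.163 to 0.202 in cerebellum, 0.283 to 0.515 in Rb/p53-mutated PBs, 0.462 to 0.571 in Dicer1/p53-deleted PBs and 0.403 to 0.543 in Rb/Dicer1/p53-deleted PBs. The number of arrays limits the precision of every value.

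Genes were compared in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, Benjamini-Hochberg adjustment over all named genes of the table). Each of the 4 comparisons used only the arrays of its 2 groups. These were Rb/p53-deleted PB against cerebellum and Rb/p53-mutated PB against cerebellum at the paper's FDR of 0.01, and Rb/p53-mutated against Rb/p53-deleted PB and Rb/Dicer1/p53-deleted against Dicer1/p53-deleted PB at 0.05. Residual degrees of freedom were 12, 6, 14 and 4. The adjusted p-values of genes in the passages come from this test. Gene lists, 31 in all and fixed beforehand, were tested with camera in limma at its preset inter-gene correlation of 0.01, for the 28 lists with 5 or more measured genes, with Benjamini-Hochberg adjustment over the lists at 0.05. The same test with a correlation estimated for each list from the data was run beside it. The classes of the 2 classifiers were tested the same way, with human symbols matched to mouse symbols by spelling.

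Genes were named by a rule fixed before the values were seen. It took, in each comparison, the 8 genes with the largest difference upward and the 8 downward among those past the threshold with no overlap between the groups, up to 4 members of each list with the largest difference past the threshold or up to 2 with the smallest p where none passed, every gene the paper names, and E2f1 to E2f3 in the Dicer1 tumors. The rule was also applied to quantile-normalized values. Not every gene it takes is printed. Classifier genes outside this rule are examples chosen after their values were seen.

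An array's score for a list was the mean percentile rank of its genes among the 18962 genes in both tables. Scores were compared within a table by exact permutation of the group labels, two-sided. Similarity was the mean Pearson correlation of an array with the arrays of a group across the 5000 genes of largest variance in its table. Signature overlap used the 50, 150 and 250 genes with the largest statistics per direction, the sizes the paper gives. The overlap that shared cerebellum samples give in the absence of any tumor effect was counted in 50 simulations that kept those values in common.

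The calls were tested on simulated data, in which 200 genes were given a known difference, the mitotic list was raised, and the noise had each gene's own SD. With a log2 difference of 1, 93.4% of changed genes were recovered in Rb/p53-deleted PB against cerebellum, 76.6% in Rb/p53-mutated PB against cerebellum, 90.7% in Rb/p53-mutated against Rb/p53-deleted PB and 25% between the Dicer1 groups, where a difference of 2 was recovered in 82%. There were 4, 5, 7 and 2 false calls, and none of 26 lists without mitotic genes was called. The noise was drawn independently for each gene, around means of quantile-normalized values. The simulations therefore do not test list calls among correlated genes, nor calls on deposited values that differ between array sets.

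Alternatives set before the data were examined were quantile normalization of the arrays of a table, leaving out clusters below the 25th percentile of the mean value, the mean of all clusters of a gene, a trended and robust variance, 1 fit over all groups, array weights, the replicate number as a block, leaving out each sample of a group of 5 or fewer, a log2 difference of at least 1, camera with an estimated correlation, and preranked GSEA with fgsea 1.28.0. For scores they were all named genes of each table and the mean log2 value minus the array's median. For similarity they were all named genes and the Spearman correlation. After the data were seen, Rb/p53-deleted PB1 to PB10 alone, the processing set as a block and combinations of quantile normalization with other settings were added. Plots were drawn with matplotlib 3.10.9.

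Human tumors, mouse RB, mouse SHH MB, drug profiles, the training data of the binary regression and the gene sets of the paper's enrichment maps were not analysed here. Trp53 and Cadm2 have no named transcript cluster of their own in the tables and were not analysed here.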

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

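The tests of separate normalization and of tumor share below were chosen only after the patterns were seen, and those on Rb/p53-deleted PB11 before. Of 93 measures tested for an array far from the rest of its group, 4 had one, where chance gives about 1 in 20. The 5 Rb/p53-mutated PBs were the only group of a size that was tested. Cpsf2, a cleavage and polyadenylation factor, was 7.83 in PB5 and 8.71 to 8.87 in the others. The interferon-induced chemokine Cxcl10 was 9.32 in PB2 and 10.45 to 10.79 in the others, and Impg2 was 11.61 in PB2 and 12.14 to 12.30 in the others. The olfactory receptor gene Olfr1202 was 5.38 in PB1 and 5.78 to 5.93 in the others. Signals also appeared in gene groups the paper does not discuss for Rb/p53-deleted PBs against cerebellum, with a median log2 difference of 1.58 for antigen presentation and interferon response genes and of 2.41 for pineal identity and melatonin synthesis genes.

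As deposited, 97.5% of genes were lower in Rb/p53-mutated than in Rb/p53-deleted PBs. If the arrays had been normalized in separate sets, transcript clusters without a gene name would be lower by as much as named genes. Their median difference was -0.85 (n = 12146 clusters), beside -0.86 for named genes, and 4 groups of named genes from low to high level had medians of -0.74, -0.90, -0.94 and -0.87. These values go with separate normalization. The authors' processing included quantile normalization, which gives the arrays of 1 run the same overall level. Within 1 run, a biological change that lowers every transcript would thus not appear as this offset. Between separate runs, overall levels cannot be compared.

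After quantile normalization Rb/p53-mutated PBs had fewer mitotic and more microglia transcripts than Rb/p53-deleted PBs. A smaller share of tumor cells beside more brain tissue would raise microglia and oligodendrocyte markers together. The mean of the microglia markers minus that of the oligodendrocyte markers was higher in Rb/p53-mutated PBs (exact permutation p = 0.000687). The oligodendrocyte mean itself differed by -0.21 (exact permutation p = 0.00275) and the granule neuron mean by -0.23 (exact permutation p = 0.000229), while vascular markers were higher by 0.43 (exact permutation p = 0.00962). Of the lists that mark the tumor lineage, pineal genes differed by -0.23 (exact permutation p = 0.000916) and photoreceptor genes by 0.22 (exact permutation p = 0.271). Higher microglia markers were the pattern to explain, so the parting of the 2 lists is in part built in. The oligodendrocyte means, 7.07 in Rb/p53-mutated and 7.28 in Rb/p53-deleted PBs, lay below the array median of 8.06. The groups also come from separate array sets, so these small shifts do not decide on more brain tissue. A smaller tumor share beside more macrophages, vessels or stroma, an effect of the p53 mutation and the separate array sets also remain open. The mutation and the array sets cannot be told apart.

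Across all named genes after quantile normalization, Rb/p53-deleted PB11 correlated with cerebellum at 0.861, and PB1 to PB10 at 0.826 to 0.841. Cerebellar tissue in PB11 would raise genes that are at least 2 log2 units higher in cerebellum. Their median shift was 0.25, with -0.10 to 0.11 in PB1 to PB10. The granule neuron mean was 9.20 in PB11 and 8.78 to 8.95 in the others. Gabra6 was 7.35 in PB11 and 5.41 to 5.71 in the others, Pcp2 7.844 and 7.146 to 7.395, and Zic1 10.84 and 9.349 to 10.47. Cbln1 (10.78 in PB11, 10.33 to 11.03 in the others) and the myelin gene Mbp (9.03, and 8.06 to 9.10) lay within their range. Crx (11.84, and 11.97 to 12.11) and Neurod4 (12.31, and 12.41 to 13.23), both far lower in cerebellum, lay below theirs. A shared processing set of PB11 and cerebellum would also lower the genes at least 2 log2 units lower in cerebellum, whose shift was -0.16, with -0.10 to 0.09 in the others. This is consistent with a shared processing set, and the shift of both kinds of genes leaves open whether PB11 also held cerebellar tissue.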

How the results depend on the processing

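The settings named below as added, which are those with PB1 to PB10 and those that combine quantile normalization with another change, and the processing set as a block, were chosen after seeing the data. For Rb/p53-deleted PB against cerebellum, none of the called genes among the 118 that were refit, and none of the called lists, changed direction in the settings run for them. The lists of Rb/p53-mutated against Rb/p53-deleted PBs depend on the normalization, and the cause was not tested. With 3 arrays per group, the Dicer1 comparison would miss most differences of 1 log2 unit. Preranked GSEA gave no value for 6 lists of Rb/p53-mutated PB against cerebellum as deposited, where most statistics lie on 1 side, nor for photoreceptor genes against Rb/p53-deleted PB.

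Genes past the threshold in Rb/p53-deleted PB against cerebellum were 10293, of which 3937 higher. They were 4396 and 1485 with a log2 difference of at least 1, 3953 and 1754 with that and quantile normalization, 6566 and 3383 with the processing set as a block, 12226 with PB1 to PB10 and 13983 with array weights. Rb/p53-mutated PB against cerebellum had 16076 and 999, 10235 and 4741 with quantile normalization, 9539 and 579 with a difference of at least 1, and 4256 and 1879 with both. Rb/p53-mutated against Rb/p53-deleted PB had 18539 and 147, 9274 and 4120 with quantile normalization, 9881 and 4402 with quantile normalization and PB1 to PB10, 6662 and 7 with a difference of at least 1, and 360 and 215 with both. Leaving out dim clusters left 61 higher. The Dicer1 comparison had 0 in every setting, with a smallest adjusted p of 0.364 as deposited. A minimum difference calls fewer genes by construction, and for the other settings the cause was not tested.

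Leaving out 1 replicate gave 8409 to 8600 genes, with 3022 to 3102 higher, 14972 to 16365 with 811 to 1071 higher, 18289 to 18483 with 112 to 188 higher and 0 to 0 in the 4 comparisons. Lists of Rb/p53-mutated against Rb/p53-deleted PB moved to adjusted p = 0.0395 to 0.295 for glycolysis and 0.00078 to 0.162 for mesenchymal genes. Lists of the Dicer1 comparison ranged from 4.6e-05 to 0.368 for mitosis, from 2.5e-07 to 0.097 for photoreceptor genes, from 0.000997 to 0.0925 for BRCA1/BARD1 genes, from 0.00471 to 0.11 for mRNA processing, from 0.000867 to 0.0915 for histones and from 0.0174 to 0.62 for T, NK and B cell genes. Replicate numbers did not pair, with correlations of same-number arrays from -0.205 to 0.288, and as a block they gave 9095, 15567, 18147 and 0 genes.

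For the lists of Rb/p53-mutated against Rb/p53-deleted PB, the estimated correlation gave adjusted p = 0.66 for antigen and microglia genes, and 0.847 with quantile normalization. Preranked GSEA gave 0.428 and, reversed to lower, 0.993. Quantile normalization gave 0.00264 for mitosis, 0.00688 for E2F targets and mRNA processing, 0.00745 for oxidative phosphorylation and 0.101 for antigen genes. With preranked GSEA as well these were 0.0124, 0.0182, 0.0182, 0.000137 and 0.269, and with PB1 to PB10 0.000664, 0.00816, 0.00816, 0.0198 and 0.1, with 0.0465 for BRCA1/BARD1 genes. Genes reversed by quantile normalization were Bard1 (0.78), Irf7 (0.79), Lum (0.77), Kcnj8 (0.74), Tgfbi (0.69), Snai2 (0.62) and Cd44 (0.48), and against cerebellum Rb1 (0.14, p = 0.342).

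The E2F score of Rb/p53-mutated minus Rb/p53-deleted PB was -0.11 (exact permutation p = 0.133) as the mean log2 value minus the array's median. Across all named genes the similarity was 0.984 within Rb/p53-deleted PBs, 0.838 of them with cerebellum, 0.961 with Rb/p53-mutated PBs, 0.996 within cerebellum, 0.828 between cerebellum and Rb/p53-mutated PBs, 0.978 within Rb/p53-mutated PBs, 0.951 and 0.956 between PB12 and the Dicer1/p53-deleted and Rb/Dicer1/p53-deleted PBs, 0.969 and 0.974 within these and 0.968 between them. The Spearman correlation was 0.349 between cerebellum and Rb/p53-mutated PBs and 0.793 and 0.818 between PB12 and the Dicer1 groups. The cause was not tested.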

Differences from the paper's values

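For metastasis in 9 of 15 Rb/p53-mutated and 7 of 32 Rb/p53-deleted mice, the paper's reported P is below 0.0001, and the chi-square test of these counts gives p = 0.0101. It gives 0.025 with a continuity correction, and Fisher's exact test gives 0.0193. No alternative set before the data were examined applies to these counts. The percentages match, as do the number of arrays and the sizes of the classifiers.

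The paper places immune pathways higher in Rb/p53-deleted than in Rb/p53-mutated PBs. Against the other genes, the microglia list here stood higher in Rb/p53-mutated PBs (camera, adjusted p = 0.000122 as deposited and 0.0158 after quantile normalization). So did the antigen and interferon list as deposited (5.5e-07), but not after quantile normalization (0.101). As deposited the median gene differed by -0.86, so a list that stands higher against the other genes there need not have higher levels. With an estimated correlation neither list passed (0.66 as deposited and 0.847 after quantile normalization), and preranked GSEA of the deposited values gave 0.428 for antigen genes and put the microglia list lower, at 0.993. The paper places cell cycle and mRNA processing pathways higher in Rb/p53-mutated PBs. After quantile normalization the mitotic (0.00264), E2F target (0.00688) and mRNA processing (0.00688) lists were lower there, with 0.847 or more for each with an estimated correlation, and as deposited they had no direction past the test. For the Bard1 pathway, which the paper places higher in Rb/p53-mutated PBs, 12 of 28 BRCA1/BARD1 genes were lower there after quantile normalization and 2 higher (0.0641), with Bard1 itself higher (0.78). With PB1 to PB10 as well, a setting chosen after seeing the data, the list was lower at 0.0465. The oxidative phosphorylation list was lower there after quantile normalization (0.00745, and 0.847 with an estimated correlation), the direction the paper gives for metabolism. No setting that was run put a mitotic, E2F target or mRNA processing list higher in Rb/p53-mutated PBs at its threshold. The gene sets differ from the paper's, and the 2 groups differ in array set as well as in genotype.

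The paper counts Atoh1 and Cxcr4 among genes low in Rb/p53-deleted PBs. Against normal cerebellum, another reference than the MBs of the paper, Atoh1 differed by 0.14 and Cxcr4 by 0.56, while Boc, Hhip and Sfrp1 were lower. Atoh1 lay below the array median in tumors and cerebellum alike, so its small difference does not go against the paper's statement. The paper finds RB loss activity in 1 Dicer1/p53-deleted PB as high as with Rb deleted. The E2F target scores of all 3 Dicer1/p53-deleted PBs, the highest at 81.73, lay below the lowest Rb/Dicer1/p53-deleted PB at 83.08, by another measure than the paper's.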

Other observations

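The gene classes and the processing set as a block below were chosen only after the results were seen. Rb/p53-deleted PBs had raised interferon genes beside their photoreceptor program. Of 23 antigen presentation and interferon genes, 21 were higher than in cerebellum and none was lower (camera, adjusted p = 4.2e-09, but adjusted p = 0.159 with an estimated correlation). The chemokine Cxcl10 was higher by 3.01, and the interferon-induced genes Ifit1, Oasl2 and Usp18 by 2.49, 2.30 and 2.21. All 13 replication-dependent histone genes were higher, such as H2ac4 (5.04) and H2bc8 (3.77), with adjusted p = 8.1e-09 and 0.148 with an estimated correlation. Of 28 BRCA1/BARD1 repair genes 22 were higher and 1 lower, among them Brip1 (4.14), Fancd2 (3.58) and Bard1 (2.08), with adjusted p = 5.2e-11 and 0.0701 with an estimated correlation. Of 28 mRNA processing genes 16 were higher and none lower, such as the helicase Ddx39a (1.35), with adjusted p = 8.0e-05 and 0.46 with an estimated correlation. The oncogenes Myc (2.48, adjusted p = 1.5e-06) and Mycn (2.93, adjusted p = 9.1e-11) and the serotonin receptor Htr2b (2.67, adjusted p = 1.8e-07) were higher.

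Genes of energy metabolism and of autophagy, the process that nortriptyline disturbs in the paper, were lower in Rb/p53-deleted PBs than in cerebellum. Of 35 oxidative phosphorylation genes 31 were lower, such as Ndufs4 (-1.29), and of 17 glycolysis genes 12 were lower and 1 higher, with the neuronal glucose transporter Slc2a3 at -4.81. Of 28 autophagy genes 22 were lower, among them Gabarapl1 (-1.91) and p62, Sqstm1 (-1.27). These lists had adjusted p = 6.5e-06, 0.00471 and 0.00035, and each had 0.46 with an estimated correlation. With the processing set as a block, these lists had 0.0769, 0.108 and 0.188. Of 28 lysosome genes 15 were lower and 2 higher (list adjusted p = 0.0816), with the lysosomal glucosidase Gaa at -1.70 and Lamp1 at -0.61. Of the markers the paper stained, synaptophysin, Syp, was 11.89 in tumors and 12.54 in cerebellum and Gfap was 8.02 ± 0.796 (SD, n = 11) and 9.78 ± 0.178 (SD, n = 3). Keratins Krt8 and Krt18 differed by 0.03 and 0.10 (adjusted p = 0.922 and 0.789), Pax6 by -0.25 (adjusted p = 0.0905) and nestin, Nes, by 0.29 (adjusted p = 0.111).

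Other lists of Rb/p53-deleted PB against cerebellum held 8 higher and 1 lower of 25 T, NK and B cell genes (list adjusted p = 0.0211, and 0.447 with an estimated correlation), 6 and 1 of 10 choroid plexus markers (0.0193, and 0.369), 6 and 5 of 22 microglia markers (0.231), 0 and 8 of 15 vascular markers (0.0868), 7 and 4 of 24 p53 targets (0.111), 6 and 6 of 24 mesenchymal genes (0.343), 2 and 5 of 9 sonic hedgehog genes (0.495), 1 and 2 of 10 microRNA processing genes (0.967), 3 and 4 of 13 let-7 targets (0.49) and 2 and 0 of 10 pituitary markers (0.378). Red blood cell markers were too few to test, with 2 of 3 lower. After quantile normalization the T, NK and B cell and choroid plexus lists had 0.248 and 0.0814. Between Rb/p53-mutated and Rb/p53-deleted PBs after quantile normalization, 8 of 13 histone genes were lower, such as H1f1 (-1.52), with list adjusted p = 0.00264, and 7 of 15 vascular markers were higher, such as the pericyte gene Rgs5 (1.14), with list adjusted p = 0.0225. For p53 targets, 11 of 24 were lower and none higher, among them Perp (-1.01) and Eda2r (-0.89), with list adjusted p = 0.0861. No list passed with an estimated correlation. Mycn was higher by 0.90. Of 13 let-7 targets 3 were higher, such as Hmga2 (0.67), and 3 lower (list adjusted p = 0.61).

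Classes of genes were picked because members stood among the largest differences, and their counts were not tested. After quantile normalization, where 5154 of all 19938 genes were lower in Rb/p53-mutated PBs and 4120 higher, 35 of 51 small nucleolar RNA genes were lower and 3 higher, with a median of -0.53. Of 300 microRNA genes 105 were lower and 37 higher, with a median of -0.11, and of 57 ribosomal protein genes 29 were lower and 5 higher. Of 1027 olfactory receptor genes, 530 were higher and 396 did not pass the test, with a median level of 5.51 beside an array median of 8.06. Obp1a, an odorant-binding protein, was among the largest decreases of Rb/p53-deleted PB against cerebellum, where it stood at 12.18 ± 1.27 (SD, n = 3).

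Some tumors on version 1.0 arrays had Xist together with Y-linked genes above their cerebellum level. In Rb/p53-deleted PB6, Xist was 10.19, Kdm5d 9.24 and Uty 10.40, and in PB9 Xist was 9.84 and Uty 10.53. At levels of Uty below the array median, Xist was 9.53 and Uty 7.75 in PB10, and 9.29 and 7.00 in Rb/p53-mutated PB5. In Dicer1/p53-deleted PB3, Xist was 10.29 and Uty 10.44. Cerebellum, on version 1.0 arrays, had Xist at 12.49 and Uty at 4.77. Whether such a sample holds tissue of more than 1 mouse was not tested, and each array was taken as 1 replicate.

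Between the Dicer1 groups, vascular markers were lower as a set in Rb/Dicer1/p53-deleted PBs (adjusted p = 0.00105), with the collagen genes Col1a2 and Col3a1 at -1.40 and -1.21, and so were histone genes (0.00774) and T, NK and B cell genes (0.0475). Mitotic (0.00573), BRCA1/BARD1 (0.00868) and mRNA processing (0.0131) genes were higher as sets. With an estimated correlation all of these had adjusted p = 0.793, and no gene passed on its own. All of these calls but the vascular one were lost on leaving out at least 1 tumor. After quantile normalization the BRCA1/BARD1 and the T, NK and B cell lists had adjusted p = 0.0576 and 0.125.

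The splits were set before the data were examined. Of 100 splits of the Rb/p53-deleted PB and cerebellum arrays, the true one included, 1 reached 10293 genes, which was the true one. The highest other split that was run reached 1. For Rb/p53-mutated PB against cerebellum 1 of 56 splits reached 16076 genes, with 0 in the highest other. For Rb/p53-mutated against Rb/p53-deleted PB 1 of 100 reached 18539, with 15 in the highest other. Tumor and cerebellum differ in tissue, and Rb/p53-mutated PBs differ from the other groups in array set. Only the true split follows these differences, so its rank could be foreseen and no conclusion is drawn from it. Between the Dicer1 groups 10 of 10 splits reached the 0 genes of the true one and the highest other also had 0, so with no gene called the splits test nothing there. The splits do not separate genotype from array set.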
